# Calibration of cell-intrinsic interleukin-2 response thresholds guides design of a regulatory T cell biased agonist

**DOI:** 10.7554/eLife.65777

**Published:** 2021-05-18

**Authors:** Caleb R Glassman, Leon Su, Sonia S Majri-Morrison, Hauke Winkelmann, Fei Mo, Peng Li, Magdiel Pérez-Cruz, Peggy P Ho, Ievgen Koliesnik, Nadine Nagy, Tereza Hnizdilova, Lora K Picton, Marek Kovar, Paul Bollyky, Lawrence Steinman, Everett Meyer, Jacob Piehler, Warren J Leonard, K Christopher Garcia

**Keywords:** cytokine signaling, immunology, IL-2, Human, Mouse

## Abstract

Interleukin-2 is a pleiotropic cytokine that mediates both pro- and anti-inflammatory functions. Immune cells naturally differ in their sensitivity to IL-2 due to cell type and activation state-dependent expression of receptors and signaling pathway components. To probe differences in IL-2 signaling across cell types, we used structure-based design to create and profile a series of IL-2 variants with the capacity to titrate maximum signal strength in fine increments. One of these partial agonists, IL-2-REH, specifically expanded Foxp3+ regulatory T cells with reduced activity on CD8+ T cells due to cell type-intrinsic differences in IL-2 signaling. IL-2-REH elicited cell type-dependent differences in gene expression and provided mixed therapeutic results: showing benefit in the in vivo mouse dextran sulfate sodium (DSS) model of colitis, but no therapeutic efficacy in a transfer colitis model. Our findings show that cytokine partial agonists can be used to calibrate intrinsic differences in response thresholds across responding cell types to narrow pleiotropic actions, which may be generalizable to other cytokine and growth factor systems.

## Introduction

Cytokines are secreted factors that regulate diverse aspects of cell physiology through assembly of cell surface receptors and induction of the JAK-STAT signaling cascade. Cytokines are highly pleiotropic due to broad expression of receptor components on diverse cell types. In vivo, pleiotropy is managed by local cytokine secretion and differential expression of receptor subunits and signaling pathway components depending on cell type and activation state. The actions of a single cytokine on multiple cell types has limited both basic understanding of cell type-dependent cytokine activity in vivo and therapeutic interventions that rely on the systemic administration of cytokine. Thus, new approaches are needed to limit cytokine pleiotropy in order to understand basic aspects of cytokine biology across cell types and develop improved therapeutic modulators of cytokine signaling.

Interleukin-2 (IL-2) is a classical pleiotropic cytokine that signals through a heterodimeric receptor formed by IL-2 receptor beta (IL-2Rβ, CD122) and common gamma chain (γ_c_, CD132) expressed on T cells, natural killer (NK) cells, and B cells (Hatakeyama et al., 1989; Takeshita et al., 1992). Cells can further enhance their sensitivity to IL-2 by expression of the non-signaling subunit, IL-2 receptor alpha (IL-2Rα, CD25) which sensitizes cells to IL-2 signaling (Cosman et al., 1984; Leonard et al., 1984; Nikaido et al., 1984). Although IL-2 was originally described as a T cell stimulatory factor (Morgan et al., 1976), mice deficient in IL-2 or the IL-2 receptor were found to develop severe autoimmunity (Sadlack et al., 1995; Sadlack et al., 1993; Suzuki et al., 1995; Willerford et al., 1995). This seeming paradox was resolved by the finding that IL-2 signaling is critical for maintenance of regulatory T cells (Tregs) which play an important role in suppressing immune activation (Fontenot et al., 2005). Indeed, transfer of Tregs was shown to inhibit autoimmune syndrome in IL-2Rβ-deficient mice (Malek et al., 2002). Thus, IL-2 acts as a central regulator of immunity by supporting both pro- and anti-inflammatory responses.

While many immune cells express components of the IL-2 receptor, cell types differ in their requirements for and sensitivity to IL-2 signaling. NK cells express high levels of IL-2Rβ and respond to both IL-2 and the related cytokine, IL-15 which shares signaling receptors IL-2Rβ/γ_c_ with IL-2 (Carson et al., 1994; Giri et al., 1994). Naïve T cells express low levels of IL-2 receptor components and thus are relatively insensitive to IL-2 stimulation until after upregulation of IL-2 receptor components following activation (Au-Yeung et al., 2017; Leonard et al., 1985). Unlike naïve T cells, Tregs constitutively express IL-2Rα (Sakaguchi et al., 1995) and are further sensitized to IL-2 by miR-155-dependent repression of suppressor of cytokine signaling 1 (SOCS1) (Lu et al., 2015; Lu et al., 2009). These differences in cell type sensitivity create threshold effects where low doses of IL-2 activate Tregs without inducing signaling on naïve T cells and NK cells while high doses of IL-2 activate both Tregs as well as naïve T cells and NK cells (Grinberg-Bleyer et al., 2010; Matsuoka et al., 2013; Yu et al., 2015); however, exploiting this phenomenon clinically has been difficult due to a narrow therapeutic window between pro- and anti-inflammatory IL-2 signaling (Pham et al., 2015).

Previous attempts to overcome IL-2 pleiotropy and target signaling to distinct cell populations have focused on differential expression of IL-2 receptor components. Antibodies against IL-2 that favor binding to IL-2Rα expressing cells (JES6-1) can potentiate Tregs by sterically blocking interactions between IL-2Rβ and IL-2 (Boyman et al., 2006; Spangler et al., 2015). Similarly, IL-2 muteins with reduced affinity for IL-2Rβ have been used to increase dependence on IL-2Rα and enhance Treg selectivity (Khoryati et al., 2020; Peterson et al., 2018; Shanafelt et al., 2000). While using ligands to target differences in receptor expression provides some amount of cell type selectivity, cells employ diverse mechanisms to regulate IL-2 sensitivity.

To probe intrinsic differences in IL-2 signaling across cell types, we took an unbiased and structure-based approach by generating a series of IL-2 muteins with reduced affinity for γ_c_, which we surmised would modulate the stability of the heterodimeric signaling complex and serve to ‘titrate’ signal strength. We then systematically characterized their cell type specificity in vivo. Functionally, these IL-2 variants exhibit partial agonism, eliciting a submaximal response at saturating concentrations of cytokine. We identified an IL-2 mutein, IL-2-REH (L18R, Q22E, Q126H), that induces proliferation of Foxp3+Tregs with reduced activity on NK cells and CD8+ T cells. This mutein showed increased dependence on IL-2Rα expression and decreased capacity to overcome negative regulation by SOCS1, thereby mirroring two key features of IL-2 sensitivity in Tregs, constitutive expression of IL-2Rα and miR-155-mediated suppression of SOCS1. Expanded Tregs retain suppressive capacity in vitro and improved recovery in the dextran sulfate sodium (DSS)-induced colitis model of inflammatory bowel disease. These results demonstrate that cell type-intrinsic differences in IL-2 signaling can be exploited by partial agonists to generate new cytokines with reduced pleiotropy and improved therapeutic properties.

## Results

### IL-2 receptor partial agonists control STAT5 signaling by modulating receptor dimerization

IL-2 signaling is initiated when IL-2 first binds to IL-2Rβ, following recruitment of γ_c_, which results in trans-phosphorylation of JAK1/JAK3, and activation of STAT5 and other pathway components. To systematically probe the relationship between receptor dimerization and downstream signaling, we targeted residues in IL-2 that make contact with γ_c_ in order to modulate the efficiency of receptor heterodimer formation (Wang et al., 2005; Figure 1A). This mutational strategy has the advantage of capping maximal signaling (Emax) by weakening the recruitment of γ_c_, the final step of IL-2 receptor assembly. We selected mutations on IL-2 that form contacts with γ_c_ and installed these mutations in a variant of IL-2 with high affinity for IL-2Rβ, super-2 (H9) (Levin et al., 2012), which effectively ‘clamps’ IL-2Rβ and reduces dependence on IL-2Rα such that the Emax for the mutants are determined by the efficiency of γ_c_ recruitment into the complex. For this and subsequent experiments, IL-2 variants were expressed with an N-terminal mouse serum albumin (MSA) tag to aid expression and extend half-life in vivo. A panel of H9 variants with L18R, Q22E, and variable amino acid substitutions at Q126 were tested for STAT5 signaling in YT cells, an IL-2 responsive human NK cell line, by phosphoflow cytometry. This mutational strategy yielded a panel of IL-2 partial agonists characterized by reduced maximal STAT5 phosphorylation at saturating doses of cytokine (Figure 1B). The diversity of response profiles from these IL-2 muteins indicates that changes to a single amino acid side chain can modulate the full range of induction of intracellular signaling, from 100% E_max_ to essentially no activity.

**Figure 1.**
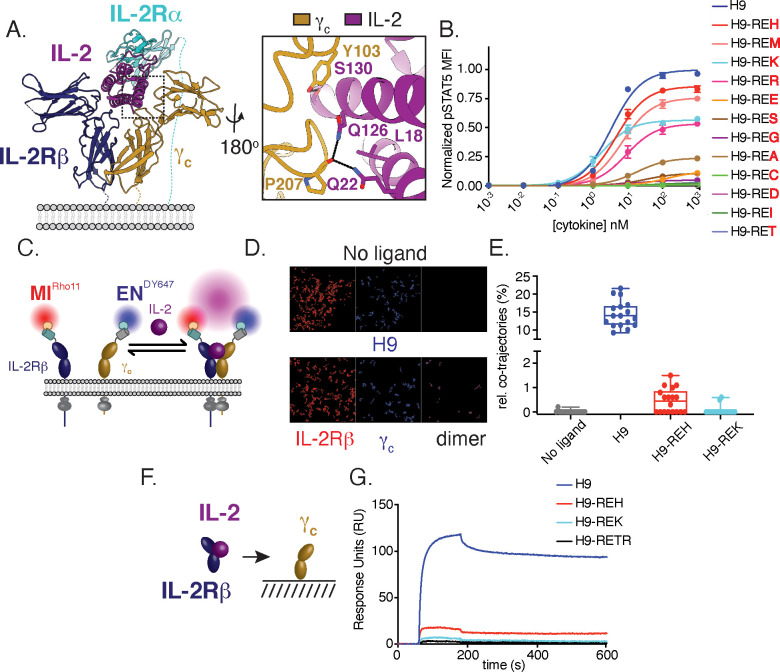
Structure-based design and biophysical characterization of IL-2 receptor partial agonists. (**A**) Cartoon representation of the human interleukin-2 (IL-2) receptor complex (PDB: 2B5I). IL-2 is shown in magenta, IL-2 receptor beta (IL-2Rβ) is shown in blue, common gamma (γ_c_) is shown in gold, IL-2 receptor alpha (IL-2Rα) is shown in teal. Insert shows IL-2 residues targeted for mutagenesis. (**B**) Amino acid substitution at IL-2 Q126 tune cytokine activity. IL-2 variants were expressed on the super-2 H9 background (L80F, R81D, L85V, I86V, I92F), an IL-2 variant with high affinity for IL-2Rβ, and assayed for dose-dependent phosphorylation of STAT5 (pSTAT5) by phosphoflow cytometry in YT cells following a 15 min stimulation. MFI, mean fluorescence intensity. Data are shown as mean ± standard deviation of duplicate wells and are representative of two independent experiments. (**C–E**) Mutations in IL-2 at the γ_c_ binding interface impair receptor dimerization in the context of live cell membranes. (**C**) Schematic of single-molecule particle tracking experiment. HeLa cells expressing IL-2Rβ and γ_c_ with an N-terminal mXFPm and mXFPe were labeled with anti-GFP nanobodies ‘minimizer’ (MI) and 'enhancer’ (EN), conjugated to Rho11 and DY647, respectively. Cells were stimulated with 100 nM H9 or variants as indicated and dual-color single-molecule images were captured by total internal reflection fluorescence microscopy (TIRFM). (**D**) Representative fields showing single-molecule trajectories of Rho11, DY647 and co-trajectories. (**E**) Quantification of IL-2Rβ and γ_c_ heterodimerization via the fraction of co-trajectories of Rho11 and DY647. Each dot represents a single cell. (**F–G**) IL-2 partial agonists have impaired binding to γ_c_ in solution. (**F**) Schematic of surface plasmon resonance (SPR) binding experiment. (**G**) SPR curves showing binding of pre-complexed human IL-2Rβ with H9 or variants (1:1) to human γ_c_ immobilized on a streptavidin sensor chip. Measurements were made with 5 μM analyte and reference subtracted for binding to an irrelevant biotinylated target. RU = response unit.

**Figure 1—figure supplement 1.**
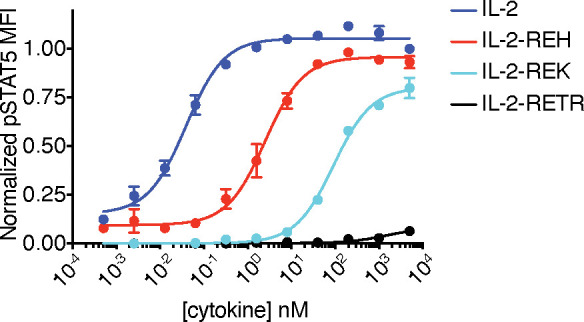
IL-2 variants with reduced binding to γ_c_ modulate effective concentration 50 (EC50) and maximal responsiveness (Emax) of pSTAT5 signaling in the context of human IL-2. YT cells were stimulated for 15 min prior to fixation, permeabilization, and analysis of pSTAT5 by phosphoflow cytometry. Data show mean ± standard deviation of two replicates and are representative of two independent experiments. MFI, mean fluorescence intensity.

For further characterization, we selected a smaller panel of IL-2 muteins that represented a broad range of pSTAT5 signaling intensities: H9-REH, H9-REK, and the IL-2 antagonist H9-RETR which has been previously characterized (Mitra et al., 2015). Based on the mutational strategy used, we expect IL-2 partial agonists to reduce receptor dimerization due to weakened interactions with γ_c_. To monitor receptor dimerization, we used dual-color single-molecule particle co-tracking of IL-2Rβ and γ_c_ in the plasma membrane of living cells by total internal reflection fluorescence (TIRF) microscopy. HeLa cells were transfected with IL-2Rβ and γ_c_ fused to an N-terminal nonfluorescent GFP variants mXFPm and mXFPe, respectively. These GFP variants were orthogonally labeled with anti-GFP nanobodies ‘minimizer’ (MI) conjugated with Rho11 and ‘enhancer’ (EN) conjugated with DY647 (Kirchhofer et al., 2010; Figure 1C). Receptor dimerization was quantified by assessing co-tracking individual Rho11 and DY647 molecules. Under these conditions, IL-2Rβ and γ_c_ show minimal co-diffusion in the absence of ligand (Figure 1D–E), indicating that the receptors are monomeric. Addition of H9 caused an increase in co-diffusion, consistent with ligand-induced dimerization (Figure 1D–E). As predicted, H9-REH and H9-REK showed reduced receptor dimerization relative to H9 as measured by co-tracking of IL-2Rβ and γc (Figure 1E). To confirm that reduced receptor dimerization was the result of impaired interactions with γ_c_, we used surface plasmon resonance (SPR) to measure binding of IL-2Rβ and IL-2 muteins to immobilized γ_c_ (Figure 1F). Precomplexed cytokine and IL-2Rβ were used in these assays as the affinity of IL-2 for γ_c_ is too weak to measure directly. H9-REH, H9-REK, and H9-RETR had reduced γ_c_ binding relative to H9, indicating the reduced receptor dimerization observed in cells is due to impaired interactions with γ_c_ (Figure 1G).

For preliminary characterization, IL-2 variants with enhanced affinity for IL-2Rβ were used to facilitate comparison of partial agonists; however, this strategy may direct activity of IL-2 muteins toward NK cells in vivo due to their high levels of IL-2Rβ expression. To eliminate this potential source of bias, we expressed γ_c_ binding muteins in the context of wild-type human IL-2 (IL-2-REH, IL-2-REK, and IL-2-RETR) and confirmed their effects on STAT5 signaling compared to wild-type IL-2 (Figure 1—figure supplement 1).

### The IL-2 receptor partial agonist IL-2-REH specifically increases the frequency and number of regulatory T cells in vivo

To determine the cell type specificity of IL-2 partial agonists in vivo, we took advantage of the strong proliferative effect of IL-2 by assessing the frequency of immune cell populations following cytokine treatment. 30 μg doses of MSA-fused cytokine were administered to C57BL/6J mice on days 0, 3, and 6 prior to analysis on day 7. Under these conditions, we did not observe overt toxicity from cytokine treatment although IL-2 and to a lesser extent IL-2-REH had increased spleen size relative to mice receiving phosphate-buffered saline (PBS) control (Figure 2—figure supplement 1A–B).

IL-2 administration reduced the frequency of T and B cells while causing an increase in the frequency of NK cells and granulocytes (Figure 2A–D). Analysis of absolute cell numbers indicated that these changes are due to the expansion of NK cells and granulocytes with no changes in the absolute numbers of T and B cells (Figure 2—figure supplement 1C–F). While granulocytes are not thought to be directly responsive to IL-2, the increase in granulocyte frequency and number is likely due to activation or recruitment due to pro-inflammatory mediators produced by NK cells and T cells. Importantly, this effect was attenuated in mice which received IL-2-REH. In contrast, IL-2-REH increased the frequency of T cells while modestly reducing B cell frequency due to expansion of T cells (Figure 2A–D, Figure 2—figure supplement 1C–F).

**Figure 2.**
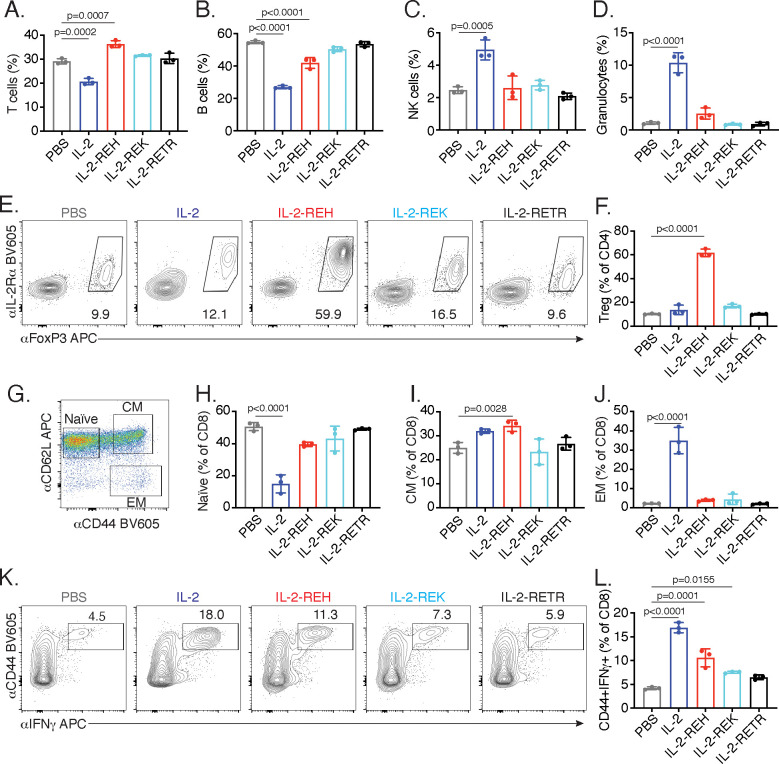
IL-2 receptor partial agonists elicit cell type-specific responses in vivo. C57BL/6J mice were dosed with three 30 μg intraperitoneal injections of mouse serum albumin (MSA)-conjugated IL-2 or muteins diluted in PBS on day 0, 3, and 6. On day 7, spleen and lymph nodes were harvested for immune cell profiling. (**A-D**) IL-2 treatment decreases the frequency of T and B cells while increasing the frequency of NK cells and granulocytes in spleen. T cells were gated as CD3+, B cells were defined as CD3-CD19+, NK cells were analyzed as CD3-NK1.1+, and granulocytes were defined as CD3-Ly6G+SSC^hi^. All populations were expressed as a percentage of live CD45+ cells. For absolute numbers and gating, see Figure 2—figure supplement 1. (**E**) IL-2-REH increases the frequency of regulatory T cells in spleen. Tregs were defined as IL-2Rα+Foxp3+ and expressed as a percentage of liveCD3+CD4+. Similar results were observed in lymph nodes. For absolute numbers, see Figure 2—figure supplement 2A. For gating, see Figure 2—figure supplement 2B. (**G-J**) IL-2 increases the frequency of effector memory CD8+ T cells with a decrease in naïve CD8+ T cells while IL-2-REH increases the frequency of central memory CD8+ T cells. (**G**) Gating scheme to identify naïve, central memory (CM), and effector memory (EM) CD8+ T cells. (**H-J**) Quantification of memory cell frequency in spleen expressed as a percent of liveCD3+CD8+ T cells. For absolute numbers, see Figure 2—figure supplement 3A–C. For gating, see Figure 2—figure supplement 3D. (**K-L**) IL-2, IL-2-REH, and IL-2-REK enhance IFNγ producing CD8+ T cells in proportion to their agonist activity. For cytokine recall, lymph node cells were restimulated with phorbol 12-myristate 13-acetate (PMA) and ionomycin in the presence of Monensin (GolgiStop) for 4 hr. For gating, see Figure 2—figure supplement 3E. Bar graphs show mean ± standard deviation of n = 3 mice per group. Data were analyzed by one-way ANOVA with Tukey’s multiple comparisons and are representative of two or more independent experiments.

**Figure 2—figure supplement 1.**
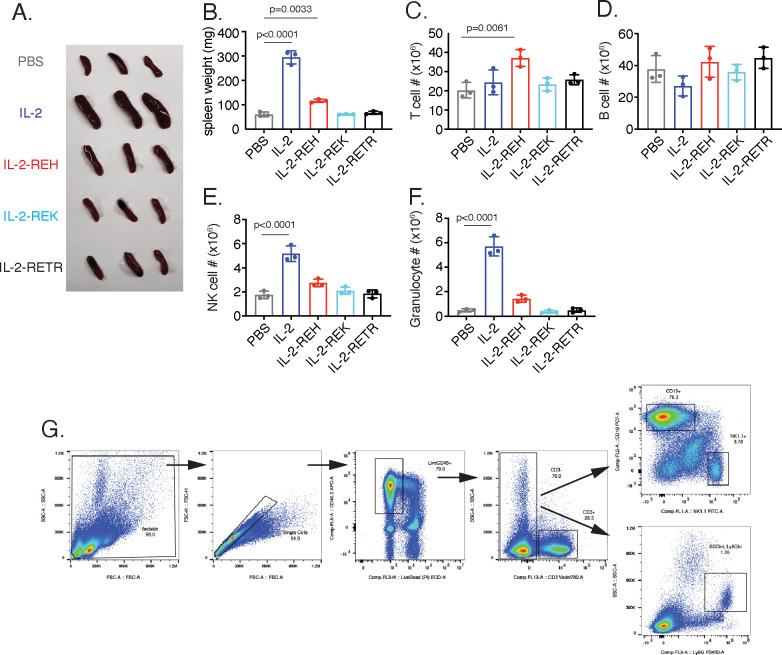
In vivo characterization of IL-2 partial agonists. (**A**) Spleens from C57BL/6J mice after 30 μg injections of cytokine on day 0, 3, and 6 followed by analysis on day 7. (**B**) Quantification of spleen weights following cytokine administration. (**C–F**) Absolute cell counts from spleens of cytokine-treated mice. Data were analyzed by one-way ANOVA with Tukey’s multiple comparison relative to PBS, n = 3 mice per group. (**G**) Gating of cell surface staining to identify T cells, B cells, NK cells, and granulocytes.

**Figure 2—figure supplement 2.**
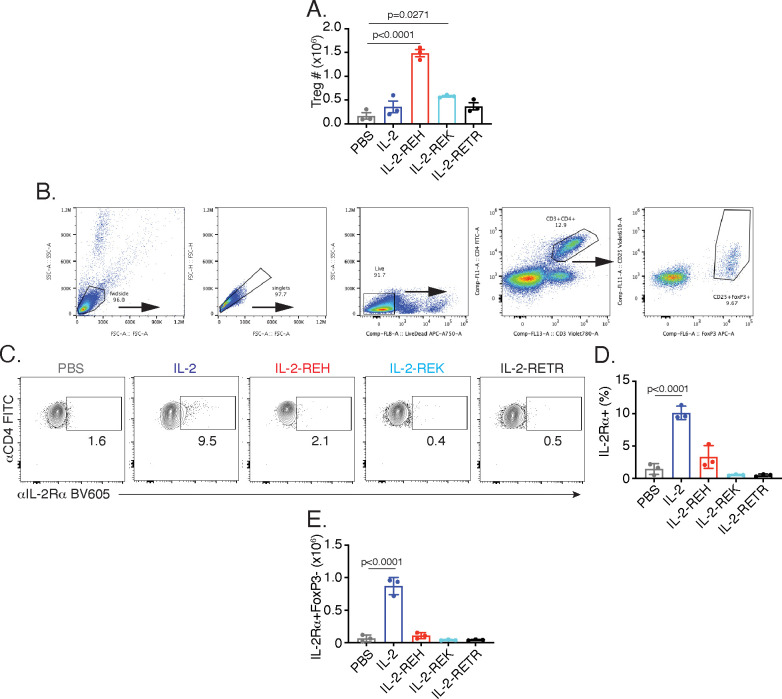
Quantification of CD4+ T cells following cytokine administration. (**A**) Quantification of absolute Treg numbers in spleen. (**B**) Gating scheme to identify regulatory T cells. (**C–E**) IL-2 administration increases the frequency and number of IL-2Rα+ conventional T cells in spleen. (**C**) Representative flow cytometry plots showing IL-2Rα expression in CD4+FoxP3- T cells. (**D**) Quantification of data in C. (**E**) Absolute numbers of CD4+FoxP3-IL-2Rα+ T cells in spleen. Data are expressed as mean ± standard deviation and were analyzed by one-way ANOVA with Tukey’s multiple comparison relative to PBS, n = 3 mice per group.

**Figure 2—figure supplement 3.**
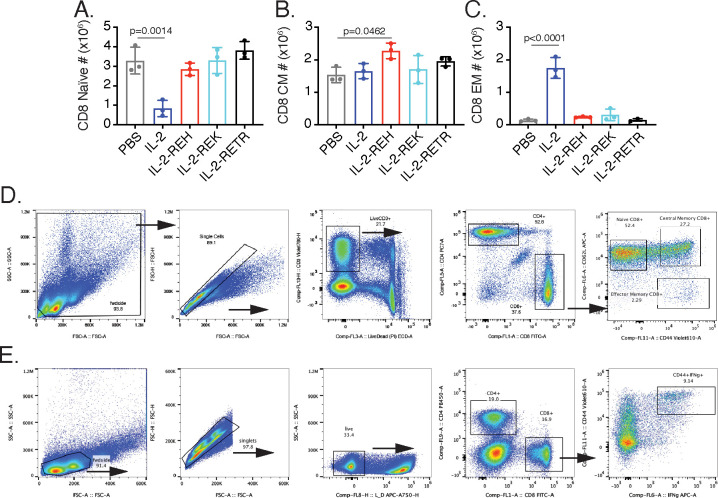
Analysis of CD8+ T cell phenotype and IFNγ production following cytokine treatment. (**A–C**) Quantification of absolute numbers for naïve, central memory (CM), and effector memory (EM) CD8+ T cells following cytokine treatment. Data were analyzed by one-way ANOVA with Tukey’s multiple comparison relative to PBS, n = 3 mice per group. (**D**) Gating scheme for CD8+ T cell memory phenotype analysis. (**E**) Gating scheme to identify IFNγ producing CD8+ T cells from lymph nodes following phorbol 12-myristate 13-acetate (PMA)-ionomycin recall.

The increase in T cell frequency and number following IL-2-REH administration led us to investigate which subpopulation of T cells might be responsible for this effect. Within the CD4+ T cell compartment, Tregs are known to be dependent on IL-2 signaling (Fontenot et al., 2005). IL-2 administration did not significantly impact Treg frequency or absolute number; however, IL-2-REH dramatically increased the frequency and number of Tregs without increasing the frequency or number of IL-2Rα+ conventional CD4+ T cells (Figure 2E–F, Figure 2—figure supplement 2).

In CD8+ T cells, IL-2 is known to drive differentiation to an ‘effector memory’ phenotype characterized by increased cytotoxicity, expression of the memory T cell marker CD44, and loss of the lymph node homing marker CD62L (Manjunath et al., 2001; Moogk et al., 2016). In contrast, IL-15, which shares IL-2Rβ/γ_c_ signaling receptors with IL-2, promotes induction of a ‘central memory’ phenotype characterized by expression of both CD44 and CD62L. Central memory CD8+ T cells have improved persistence and antitumor effects in the context of adoptive cell therapy (Klebanoff et al., 2005; Manjunath et al., 2001; Wherry et al., 2003). Assessment of CD8+ T cell memory populations following cytokine treatment revealed that IL-2 decreased the frequency of naïve CD8+ T cells with an increase in effector memory T cells while IL-2-REH caused a slight increase in the frequency and number of central memory CD8+ T cells (Figure 2G–J, Figure 2—figure supplement 3A–D). In addition to altering memory phenotype, IL-2 signaling in CD8+ T cells can induce the expression of the pro-inflammatory cytokine IFNγ which acts as an important mediator of antitumor and antiviral immunity (Castro et al., 2018; Sa et al., 2013). IL-2, and to a lesser extent IL-2-REH and IL-2-REK, increased the frequency of IFNγ-producing CD8+ T cells following restimulation (Figure 2K–L, Figure 2—figure supplement 3E). Thus, IL-2-REH preferentially increased Tregs without inducing the increases in NK cells, granulocytes, and CD8+ effector memory T cells observed with IL-2 administration.

### REH increases Treg frequency via selective proliferation of Foxp3+ cells

The increase in regulatory T cell frequency and number following IL-2-REH treatment led us to investigate the source of Tregs in IL-2-REH-treated mice. Regulatory T cells can be broadly classified into two groups, ‘natural’ Tregs (nTreg) which develop in the thymus and induced Tregs (iTreg) which differentiate from naïve T cells in the periphery (Curotto de Lafaille and Lafaille, 2009). The increase in regulatory T cells in response to IL-2-REH could either be due to differentiation of Tregs from conventional CD4+ T cells or proliferation of a preexisting population of Foxp3+ cells. To determine if IL-2-REH caused differentiation of conventional CD4+ T cells into Tregs, we adoptively transferred conventional CD4+ T cells into congenic recipient mice, administered IL-2-REH, and assessed the frequency of Tregs in the donor and recipient compartments (Figure 3A). If IL-2-REH induces the differentiation of conventional CD4+ T cells to Tregs, we would expect to find increased Tregs in both the donor and recipient. Alternatively, if IL-2-REH causes the proliferation of a preexisting population of Foxp3+ cells, we would expect to find elevated Treg frequencies in recipient CD4+ T cells but not cells from the donor. IL-2-REH increased the frequency of Tregs in the CD45.1 recipient compartment but not the CD45.2 donor, strongly suggesting that IL-2-REH acts to expand preexisting Tregs (Figure 3B–C, Figure 3—figure supplement 1A).

**Figure 3.**
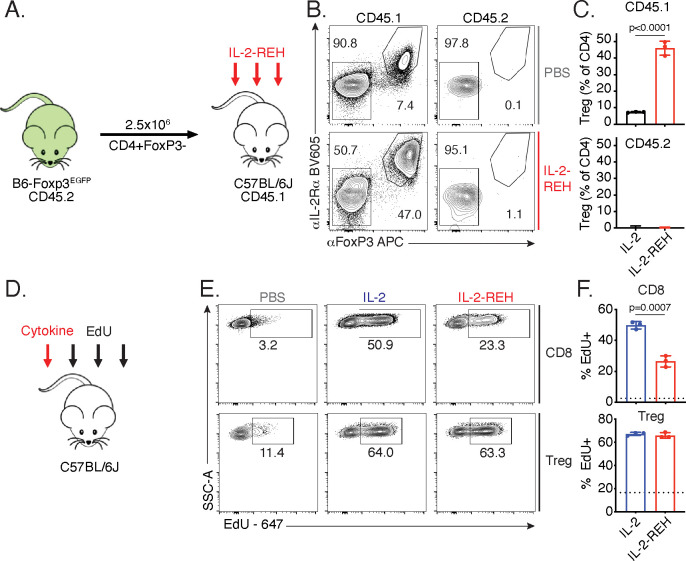
IL-2-REH increases Treg frequency via selective proliferation of Foxp3+ cells. (**A–C**) Increased frequency of Tregs in IL-2-REH-treated mice is not the result of differentiation from conventional CD4+ T cells. (**A**) Schematic of experimental design. Conventional CD4+ T cells from B6-Foxp3^EGFP^ mice (CD45.2) were transferred to congenic recipients (CD45.1). Mice were treated with three 30 μg injections of IL-2-REH or PBS control on day 0, 3, and 6 prior to analysis on day 7. Flow cytometry plots (**B**) and quantification (**C**) of Treg frequencies. Tregs were defined as IL-2Rα+Foxp3+ and expressed as a percent of CD3+CD4+ T cells. For gating, see Figure 3—figure supplement 1A. (**D–F**) IL-2-REH induces proliferation of Tregs with reduced activity on CD8+ T cells relative to IL-2. (**D**) Schematic of proliferation tracking experiment. C57BL/6J mice were treated with a single 30 μg injection of cytokine on day 0 followed by EdU injections on day 0, 1, and 2 prior to analysis on day 3. Flow cytometry plots (**E**) and quantification (**F**) of EdU incorporation in Tregs (CD3+CD4+Foxp3+) and CD8+ T cells (CD3+CD8+). Dashed line indicates EdU incorporation in PBS-treated mice. For gating, see Figure 3—figure supplement 1B. Bar graphs show mean ± standard deviation of n = 3 mice per group. Groups were compared by unpaired t-test and data are representative of two independent experiments.

**Figure 3—figure supplement 1.**
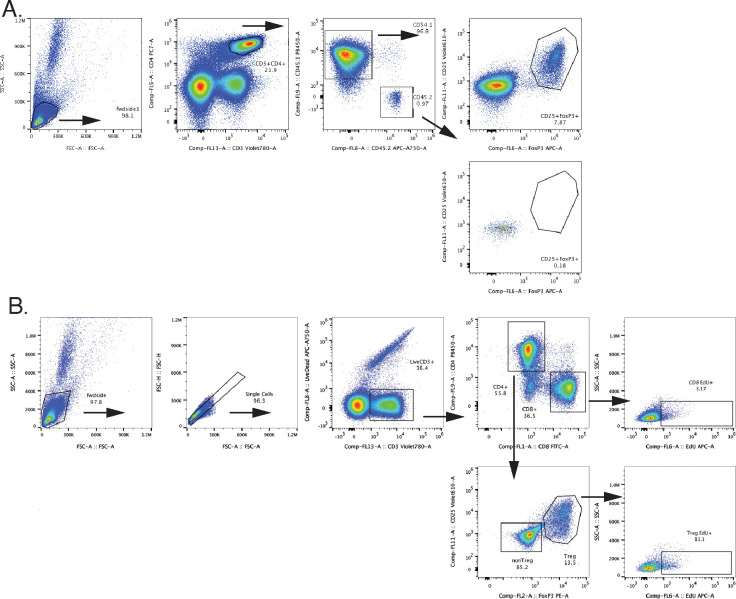
Representative gating schemes for adoptive transfer and proliferation tracking experiments. (**A**) Adoptive transfer gating scheme to identify Tregs in recipient (CD45.1) and donor (CD45.2) compartments. (**B**) Gating schematic to assess EdU incorporation in CD8+ T cells and Tregs.

Given that Tregs in IL-2-REH-treated mice do not arise through differentiation from conventional CD4+ T cells, the increase may be due to selective proliferation of Tregs in IL-2-REH-treated mice. To test whether IL-2-REH caused specific expansion of Tregs, mice were administered a single injection of cytokine followed by daily administration of the thymidine analog, EdU, to track proliferation (Figure 3D). IL-2 and IL-2-REH resulted in a similar level of EdU incorporation in Tregs while IL-2 led to higher levels of EdU incorporation than IL-2-REH in CD8+ T cells (Figure 3E–F, Figure 3—figure supplement 1B). Together, these results indicate that IL-2-REH selectively expands Tregs in vivo from a preexisting population of Foxp3+ cells.

### IL-2-REH promotes greater IL-2 signaling in Tregs than CD8+ T cells

The ability of IL-2-REH to preferentially support Treg proliferation in vivo could be due to cell type-intrinsic differences in IL-2 sensitivity between CD8+ T cells and Tregs or due to indirect effects from multiple IL-2 responsive populations in vivo. 

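RNA from mouse Tregs and CD8+ T cells stimulated ex vivo was sequenced. Tregs, the CD4+ T cells that express the transcription factor Foxp3, were sorted by GFP from B6-Foxp3EGFP mice, and the paper gives C57BL/6J mice as the source of the CD8+ T cells, whereas the sample records name C57BL/6N as the strain. Each cell type was left unstimulated or was given 200 nM IL-2 or the partial agonist IL-2-REH for 90 min or 4 hr, which made 5 groups per cell type. The unstimulated libraries are labelled as 0 hr, and no library of cells cultured without cytokine is among the samples. Changes against unstimulated cells can therefore reflect time in culture as well as the cytokine. Each Treg group had 3 libraries, numbered 1 to 3, and each CD8+ group had 1 library, so the CD8+ data hold no measure of replicate error. The authors mapped single-end reads to mm10 (GRCm38) with Bowtie2 and Tophat2, kept uniquely mapped reads, and deposited for each of 31682 RefSeq transcripts the number of reads on its exons and the RPKM, the reads scaled to exon length and to the mapped reads of the library. Each of the 23992 gene symbols was represented here by its transcript with the most reads over all 20 libraries, and 4343 symbols had several transcripts. The methods do not say whether the strand of a read was used in counting, so reads in exons of genes that overlap cannot be assigned with certainty. Overlaps named here are between whole gene spans, introns included, and whether exons overlap was not checked.
 Reads on these genes ranged from 39933483 to 51867572 per library in unstimulated Tregs (median 40076345). With IL-2, they ranged from 41897956 to 50405633 at 90 min (median 44683265) and from 20201392 to 63903764 at 4 hr (median 26576384). With IL-2-REH, they ranged from 42756570 to 52503925 at 90 min (median 45446604) and from 25363734 to 44460554 at 4 hr (median 38352477). The 5 CD8+ libraries held 38201667 to 45189835 reads on genes (median 40936746). The paper names edgeR for differential expression, without the test or the design. Here, read counts of the 15 Treg libraries were compared with edgeR's quasi-likelihood test after TMM normalization, with 1 mean per group, over the 15009 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method over these genes. The replicate number was left out of this fit, and a second fit took it as a block. Standard errors given with edgeR fold changes were computed back from the F statistic of the test, so they are approximate. Over all pairs of Treg groups, same-numbered libraries deviated from their group means together, with a mean correlation across genes of 0.538, against -0.257 for libraries with different numbers (genes are not independent replicates). Deviations from a group mean cancel within the group, so a positive first value makes the second negative, and the second is not separate evidence. For the CD8+ libraries, and for Treg libraries compared pair by pair, the log2 ratio of RPKM + 1 was computed over genes with a mean RPKM of at least 1 in that cell type, and genes with an absolute log2 ratio above 2 were counted without a test. The added 1 RPKM shrinks the ratios of genes with low expression.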

To determine if IL-2 and IL-2-REH elicit distinct signaling in Tregs and CD8+ T cells, we analyzed STAT5 phosphorylation and transcriptional changes following cytokine stimulation ex vivo. In regulatory T cells, IL-2-REH induced phosphorylation of STAT5 to about 40% of the maximal level achieved by IL-2 following a 20 min stimulation (Figure 4A). RNA-seq analysis revealed that IL-2 and IL-2-REH induced very similar gene expression programs in Tregs following a 4 hr cytokine stimulation as indicated by the small number of differentially regulated genes (Figure 4B). This was not due to lack of response as we identified many genes that were differentially regulated following stimulation with IL-2 compared to unstimulated Tregs, including the GPCR chaperone, *Ramp3,* and the metabolic enzyme, glutaminase 2 (*Gls2*) (Figure 4C). 

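Between Tregs given IL-2-REH and Tregs given IL-2 for 4 hr, 4 of the 15009 tested genes had an adjusted p-value under 0.05, all of them lower with IL-2-REH in each of the 3 same-numbered pairs, and 558 genes had an unadjusted p-value under 0.05. The gene Fam19a3 (NM_183224) lies on the minus strand of chromosome 3 of GRCm38 from 104767405 to 104779542, where the annotation names it Tafa3. Its RPKM was 4.26 ± 1.04 (SD, n = 3 libraries) with IL-2, 1.05 ± 0.118 (SD, n = 3) with IL-2-REH and 0.514 ± 0.231 (SD, n = 3) in unstimulated Tregs. The log2 fold change between the cytokines was -2.08 (standard error 0.27, adjusted p = 0.013 from edgeR's quasi-likelihood test), and no other of the 4 genes passed an absolute value of 2. With the replicate number as a block, it was -2.07 (adjusted p = 0.0055), and it stayed between -2.16 and -1.96 over 6 fits that each left out libraries of a single replicate. Without replicate 1, 2 or 3 in every group, its adjusted p-value from edgeR was 0.18, 0.9999 and 1.0. Ppp1r3b (NM_177741, chromosome 8 from 35375694 to 35388139) had an RPKM of 4.66 ± 1.01 with IL-2 and 1.62 ± 0.394 with IL-2-REH (SD, n = 3 each), a log2 fold change of -1.59 (adjusted p = 0.013 from edgeR, 0.011 with the block). Txnrd1 (NM_001042514, chromosome 10 from 82833951 to 82897724) overlaps the annotated gene Eid3, so part of its reads may be uncertain. Its RPKM fell from 28.4 ± 0.524 with IL-2 to 13.0 ± 1.81 with IL-2-REH (SD, n = 3 each), a log2 fold change of -1.20 (adjusted p = 0.013 from edgeR, 0.017 with the block). Gpsm2 (NM_029522, chromosome 3 from 108678270 to 108722331), which overlaps Clcc1, had an RPKM of 8.53 ± 1.31 with IL-2 and 3.46 ± 0.694 with IL-2-REH (SD, n = 3 each), a log2 fold change of -1.37 (adjusted p = 0.043 from edgeR, 0.023 with the block).

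With the block, 10 genes passed (1 higher and 9 lower with IL-2-REH), these 4 among them. In the 2 groups compared, deviations of same-numbered libraries correlated at 0.643 across genes. The alternative that moved the count most was DESeq2, under which 56 genes passed (6 higher, 50 lower), including the same 4. Fits that left out libraries of a single replicate gave from 0 to 5 genes. Taken pair by pair, 2, 3 and 104 of 10473 genes had an absolute log2 ratio above 2 between the cytokines in replicates 1, 2 and 3. Between libraries of the same cytokine at 4 hr with different replicate numbers, from 55 to 147 genes did. From the small number of genes that differ, the paper concludes that IL-2 and IL-2-REH induce very similar gene expression programs in Tregs.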

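After 4 hr with IL-2, 341 genes differed from unstimulated Tregs at an adjusted p-value under 0.05 (176 higher, the rest lower). Of these, 87 had an absolute log2 fold change above 2, and 338 moved in the same direction in all 3 same-numbered pairs. Without cells cultured for 4 hr without cytokine, effects of IL-2 and of time in culture cannot be parted in this comparison. With the block, 1038 genes passed (428 higher, 610 lower), all 341 included, and same-numbered deviations in these groups correlated at 0.36 across genes. The alternative that moved the count most left out replicate 1 from every group and gave 1937 genes, whereas leaving out replicate 2 gave 3 and leaving out replicate 3 gave 11.

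Ramp3 (NM_019511), which encodes a chaperone of G protein-coupled receptors, lies on chromosome 11 of GRCm38 from 6658506 to 6677478 and overlaps the annotated gene Gm11978, so part of its reads may be uncertain. Its RPKM in unstimulated Tregs was 218.7 in replicate 1, 2.91 in replicate 2 and 2.25 in replicate 3. It was 90.6 ± 21.1 (SD, n = 3) with IL-2 and 129.9 ± 24.0 (SD, n = 3) with IL-2-REH at 4 hr. The log2 fold change with IL-2 was 0.18 (standard error 1.12, adjusted p = 0.948 from edgeR's quasi-likelihood test) and 1.28 with the block (adjusted p = 0.556). It was 5.41 without replicate 1 (adjusted p = 1.8e-05 from edgeR), and it changed sign to -0.47 without replicate 2 and -0.41 without replicate 3. Gls2 (NM_001285779), the gene of glutaminase 2, lies on chromosome 10 from 128194635 to 128210004 and overlaps Spryd4. Its RPKM in unstimulated Tregs was 5.42, 0.11 and 0.040 in replicates 1, 2 and 3, and it was 5.56 ± 2.15 with IL-2 and 6.84 ± 1.52 with IL-2-REH at 4 hr (SD, n = 3 each). Its log2 fold change with IL-2 was 1.47 (standard error 1.08, adjusted p = 0.509 from edgeR), 2.32 with the block (adjusted p = 0.212) and 6.28 without replicate 1 (adjusted p = 0.00047). For both genes, the difference from unstimulated cells was thus within the spread of the 3 unstimulated libraries when all were used. Between IL-2-REH and IL-2, the log2 fold change was 0.46 for Ramp3 and 0.25 for Gls2 (adjusted p = 0.9996 for each from edgeR, and 0.956 and 0.968 with the block).

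Lama5 (NM_001081171, chromosome 2 from 180176373 to 180225904), which overlaps the annotated genes Gm52542 and Mir7005, rose from an RPKM of 0.346 ± 0.119 to 12.0 ± 5.06 with IL-2 and 4.70 ± 1.43 with IL-2-REH (SD, n = 3 each). Its log2 fold change with IL-2 was 5.23 (standard error 0.40, adjusted p = 5.5e-05 from edgeR, 2.8e-06 with the block), and it stayed between 4.82 and 5.44 in the fits that left out libraries of a single replicate. Ecm1 (NM_007899, chromosome 3 from 95734147 to 95739876), which overlaps Mir7014, rose from 48.6 ± 10.1 to 394.1 ± 133.8 with IL-2 (SD, n = 3 each), a log2 fold change of 3.09 (adjusted p = 0.00011 from edgeR, 9.5e-06 with the block). Among the genes that moved in the same direction in all 3 pairs, the largest increases also included Rhcg (6.93), Wnt2b (6.35), Esrrb (5.08) and Gad1 (3.83), and the largest decreases were in 1700001D01Rik (-6.20), Tktl1 (-5.82), Car1 (-5.32), Dtx1 (-4.66) and Zan (-4.59), as log2 fold changes. Several of these rest on few reads and are not precise. Rhcg had 2, 1 and 0 reads, Wnt2b 4, 1 and 0, and Esrrb 0, 1 and 1 in the unstimulated libraries, and with IL-2 1700001D01Rik and Tktl1 each had 0, 1 and 0 and Zan 7, 11 and 0. Of the 30 genes in the heatmap of Fig. 4C as far as its labels could be read, 5 had an adjusted p-value under 0.05, 13 did with the block, and 24, 1 and 2 did without replicate 1, 2 or 3.

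**Figure D1:**
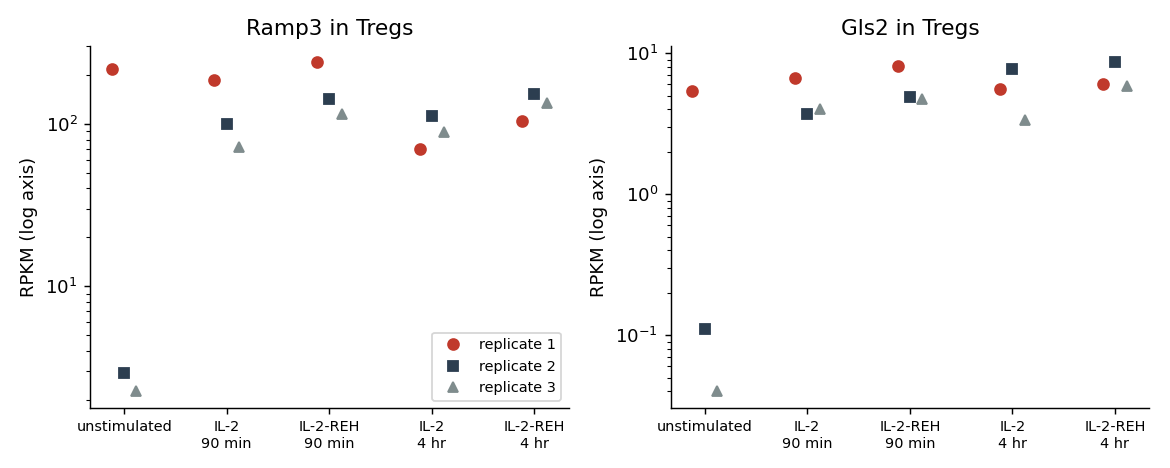
RPKM of Ramp3 (left) and Gls2 (right) in each Treg library on a log axis, by condition, with a symbol for each replicate number. In unstimulated Tregs, Ramp3 reached 218.7 in replicate 1 and 2.91 and 2.25 in replicates 2 and 3, and Gls2 reached 5.42, 0.11 and 0.040.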

A well-described role of IL-2 in T cells is to promote survival and proliferation while enhancing effector functions including cytokine secretion. To assess these effects, we performed quantitative polymerase chain reaction (qPCR) on a subset of IL-2 regulated genes including the STAT5 target genes, lymphotoxin α (*Lta*) and *Bcl2* (Villarino et al., 2016). IL-2 and IL-2-REH increased expression of *Bcl2*, *Myc, Ifng, Gzmb,* and *Lta* (Figure 4D–H); however, quantitative differences between genes were observed with IL-2-REH inducing lower levels of *Lta* relative to IL-2 (Figure 4H).

**Figure 4.**
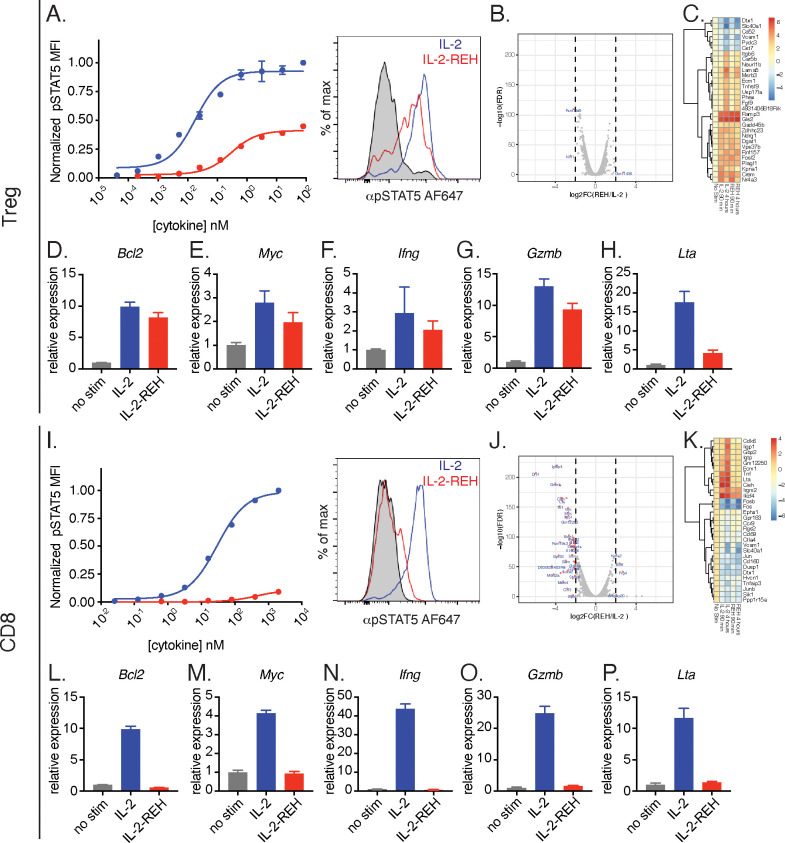
IL-2-REH selectively promotes signaling in Tregs with reduced activity on CD8+ T cells relative to IL-2. (**A**) IL-2-REH promotes STAT5 phosphorylation in regulatory T cells. Dose-response curve (left) and histogram at 80 nM (right) showing STAT5 phosphorylation in Tregs following a 20 min cytokine stimulation. Dose-response curves show mean ± standard deviation of duplicate wells. MFI, mean fluorescence intensity. (**B–C**) IL-2 and IL-2-REH produce similar transcriptional profiles in regulatory T cells. Purified Tregs from B6-Foxp3^EGFP^ mice were stimulated with 200 nM cytokine for 90 min or 4 hr prior to RNA-seq. (**B**) Volcano plot of differentially expressed genes in Tregs following 4 hr stimulation with IL-2 or IL-2-REH. (**C**) Heatmap showing the top 30 differentially regulated genes (sorted by FDR) between unstimulated and IL-2-treated Tregs. Expression was normalized to that of unstimulated Tregs to show cytokine-induced changes. (**D–H**) Quantitative polymerase chain reaction (qPCR) of IL-2 regulated genes in Tregs following a 4 hr stimulation with 200 nM cytokine. For quantification, cycle threshold (Ct) values were normalized to expression of *Gapdh* and expressed as fold change relative to unstimulated cells. Bar graphs show mean ± standard deviation of triplicate measurements. (**I**) IL-2-REH fails to induce STAT5 phosphorylation in CD8+ T cells. Dose-response (left) and histogram at 2 μM (right) of STAT5 phosphorylation in ex vivo CD8+ T cells following a 20 min cytokine stimulation. Dose-response curves show mean ± standard deviation of duplicate wells. (**J–K**) IL-2 and IL-2-REH induce distinct transcriptional profiles in CD8+ T cells. Purified CD8+ T cells were stimulated with 200 nM cytokine for 90 min or 4 hr prior to RNA-seq. (**J**) Volcano plot showing differentially expressed genes in CD8+ T cells following 4 hr stimulation with IL-2 or IL-2-REH. (**K**) Heatmap showing the top 30 differentially regulated genes between unstimulated and IL-2-treated CD8+ T cells. Expression was normalized to that of unstimulated CD8+ T cells. (**L–P**) qPCR of IL-2 regulated genes in CD8+ T cells following a 4 hr stimulation with 200 nM cytokine. Data were analyzed as in D-H. Results are representative of two or more independent experiments.

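At 90 min, 128 genes differed from unstimulated Tregs with IL-2 at an adjusted p-value under 0.05 (117 higher, 11 lower, edgeR's quasi-likelihood test). With IL-2-REH, 14 genes did, all higher. With the block, 275 and 32 genes passed, and the deviations of same-numbered libraries correlated across genes at 0.49 and 0.562 in these pairs of groups. Without replicate 1, the counts were 2509 with IL-2 (1315 higher, 1194 lower) and 2269 with IL-2-REH (1264 higher, 1005 lower). Increases were still the majority, but a smaller one. Past an absolute log2 fold change of 2, 276 genes were higher and 95 lower with IL-2, and 257 higher and 72 lower with IL-2-REH. The counts at an adjusted p-value under 0.05 were 1 and 0 without replicate 2, and 0 and 0 without replicate 3. The largest increases with IL-2 at 90 min were in Gm6460 (log2 fold change 4.26), Esrrb (4.11, from at most 1 read per unstimulated library), 4933402N22Rik (4.00), Gm6455 (3.99) and Speer1-ps1 (3.65), and the largest decreases in Ddit4 (-1.76), Ntn1 (-1.62), Dusp1 (-1.60), Sdhaf1 (-1.58) and Rab37 (-1.51). Gm6460, 4933402N22Rik and Gm6455 rest on 6 to 34 reads per unstimulated library. They lie on chromosome 5 between 10865029 and 11922804, and whether they vary independently was not tested. With IL-2-REH, the largest were in Lama5 (2.12), Myo6 (1.69), Sema7a (1.64), Usp27x (1.62) and Gpsm2 (1.51). A direct comparison of IL-2-REH with IL-2 at 90 min gave 2 genes, both lower with IL-2-REH, and 149 genes at an unadjusted p-value under 0.05. They were Gpsm2, with a log2 fold change of -1.70 (standard error 0.21, adjusted p = 0.0099 from edgeR, 0.013 with the block), and Txnrd1, with -1.19 (standard error 0.15, adjusted p = 0.0099 from edgeR, 0.027 with the block). The correlation of same-numbered deviations was 0.756 there. Any reads shared with Clcc1 and Eid3, which overlap these genes, are uncertain. No gene passed a test of whether the difference between the cytokines changed from 90 min to 4 hr (0 genes, and 47 at an unadjusted p-value under 0.05).

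At 4 hr, 47 genes differed from unstimulated Tregs with IL-2-REH (24 higher, 23 lower), all 47 in the same direction in the 3 same-numbered pairs. Of these, 16 had an absolute log2 fold change above 2. With the block 455 genes passed (152 higher, 303 lower), with a correlation of same-numbered deviations of 0.479. The largest increases were in Lama5 (3.81), Clec4d (3.66), Podxl (2.80), Gm4532 (2.69) and Ecm1 (2.28), and the largest decreases in Col16a1 (-2.98), Cpq (-2.86), Dscam (-2.58), Susd2 (-2.41) and Cxcl2 (-2.25). Several of these rest on few reads. Clec4d had 3, 6 and 10 reads and Podxl 12, 14 and 18 in the unstimulated libraries, and Col16a1 had 8, 21 and 14 with IL-2-REH. Across genes, the log2 changes with IL-2-REH and with IL-2 at 4 hr correlated with r = 0.899, 0.913 and 0.692 in replicates 1, 2 and 3, and at 90 min with r = 0.857, 0.954 and 0.942. Genes are not independent replicates, and both changes share the same unstimulated library, which raises r. Both changes also share the time in culture, which can raise r. Over genes with an absolute log2 change above 1 with IL-2 at 4 hr (759, 882 and 2296 genes), the slope of the IL-2-REH change on the IL-2 change was 0.80, 0.88 and 0.54. With the unstimulated library of another replicate number for IL-2-REH (2 for 1, 3 for 2 and 1 for 3), the slopes were 0.23, 0.80 and 0.13. The slopes of replicates 1 and 3 then set unstimulated replicate 1 against another unstimulated library. That library differed from unstimulated replicates 2 and 3 in 212 and 194 genes past an absolute log2 ratio of 2, against 37 between those 2. The exchange also parts same-numbered libraries, so the lower slopes do not measure the effect of a shared library alone.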

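In CD8+ T cells, 10021 genes had a mean RPKM of at least 1, and all counts of CD8+ genes come from single libraries without a test. At 90 min, 49 genes had an absolute log2 ratio of RPKM + 1 above 2 with IL-2 relative to unstimulated cells (22 higher, 27 lower), and 56 did with IL-2-REH (15 higher, 41 lower). The median of all genes with IL-2-REH was shifted by -0.12, and once libraries were centred on their medians the 53 genes were 20 higher and 33 lower. Between IL-2-REH and IL-2 at 90 min, 7 genes passed, all lower with IL-2-REH, and 8 (1 higher, 7 lower) after centring. The lowest log2 ratios were those of Cish (-3.19), Rgs1 (-2.83), Lta (-2.69), Tnfsf8 (-2.59) and Tnf (-2.16). The genes that rose most with IL-2 at 90 min were Cish (3.46), Crem (3.11), Pmepa1 (3.06), Lta (3.03) and Emp1 (2.74), and those that rose most with IL-2-REH were Pmepa1 (2.71), Ramp3 (2.68), Crem (2.64), Ppp2r3a (2.35) and Kcnip2 (2.34). The largest decreases at 90 min were in Fos and Fosb with either cytokine (-4.68 and -4.04 with IL-2, -4.80 and -3.85 with IL-2-REH). Across genes, which are not independent replicates, the log2 changes with the cytokines correlated with r = 0.926 at 90 min and 0.736 at 4 hr. The slope of the IL-2-REH change on the IL-2 change at 4 hr was 0.74 over 472 genes. Both changes share the single unstimulated CD8+ library, which raises r and can raise the slope. With no other unstimulated CD8+ library, the size of this effect could not be measured. Both changes also share the time in culture, which can raise r and the slope.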

In CD8+ T cells, IL-2 induced STAT5 phosphorylation to a much greater extent than IL-2-REH (Figure 4I). Accordingly, RNA-seq analysis identified many differentially regulated genes following stimulation with IL-2 or IL-2-REH (Figure 4J–K). 

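Between CD8+ T cells given IL-2-REH and IL-2 for 4 hr, 29 genes had an absolute log2 ratio of RPKM + 1 above 2, all 29 lower with IL-2-REH. The alternative threshold of 1 moved the count most, to 223 genes (55 higher, 168 lower), and a pseudocount of 0.1 gave 60 genes (9 higher, 51 lower). There is 1 library per group. The same-numbered Treg pairs had 2, 3 and 104 such genes, so the count of 29 lies within their range only because of replicate 3. In that Treg pair, 69 genes were higher and 35 lower with IL-2-REH. The lowest ratio was that of Igfbp4 (NM_010517, chromosome 11 of GRCm38 from 99040005 to 99052655), with an RPKM of 67.7 in unstimulated cells, 50.5 with IL-2 and 3.57 with IL-2-REH, a log2 ratio of -3.49 between the cytokines. Gzmb (NM_013542, chromosome 14 from 56258836 to 56262334) had an RPKM of 8.19, 31.7 and 2.00 in the same order, with a log2 ratio of -3.45. Drc1 (NM_001033460, chromosome 5 from 30281335 to 30366695) rested on 1610 reads with IL-2 and 28 with IL-2-REH, a log2 ratio of -3.29. Amica1 (NM_001005421, chromosome 9 from 45079153 to 45108531), which the annotation lists as Jaml and which overlaps Gm10684, had a log2 ratio of -3.12.

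Relative to unstimulated CD8+ T cells, 54 genes passed with IL-2 at 4 hr (16 higher, 38 lower) and 60 with IL-2-REH (5 higher, 55 lower). The largest increases with IL-2 were in Lta (3.40), Cish (3.24), Tnf (2.85), Gm12250 (2.83) and Iigp1 (2.81), and the largest decreases in Fos (-5.58), Fosb (-5.06), Tnfaip3 (-4.31), Dusp1 (-4.05) and Dtx1 (-3.65). With IL-2-REH, the largest increases were in Pgpep1l (2.37), Adk (2.29), Heatr5a (2.19), Kcnip2 (2.15) and St8sia6 (2.07), and the largest decreases in Fos (-5.61), Fosb (-5.03), Jun (-3.91), Igfbp4 (-3.91) and Dtx1 (-3.75). Of the 30 genes in the heatmap of Fig. 4K as far as its labels could be read, 11 were higher and 19 lower with IL-2 than in unstimulated cells, and 28 had an absolute log2 ratio above 2. The change with IL-2-REH was less than 0.5 of the change with IL-2 for 9 of the 11 genes that were higher, and for 1 of the 19 that were lower.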

Among the genes upregulated by IL-2 were the cell cycle gene *Cdk6* and the effector cytokines *Tnf* and *Lta*. These transcriptional changes were confirmed by qPCR where IL-2 but not IL-2-REH resulted in upregulation of *Bcl2, Myc, Ifng*, *Gzmb,* and *Lta* (Figure 4L–P). 

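Cdk6 (NM_009873) lies on chromosome 5 of GRCm38 from 3341004 to 3531008 and overlaps the annotated genes Gm29868 and Gm36470, so part of its reads may be uncertain. In CD8+ T cells at 4 hr, it had 4210 reads and an RPKM of 25.2 with IL-2, 441 reads and an RPKM of 2.47 with IL-2-REH, and 712 reads and an RPKM of 4.69 in unstimulated cells. The log2 ratio of RPKM + 1 to unstimulated cells was 2.20 with IL-2 and -0.72 with IL-2-REH. Tnf (NM_013693, chromosome 17 from 35199367 to 35202007) had 2332 reads and an RPKM of 20.8 with IL-2, 212 reads and 1.77 with IL-2-REH, and 206 reads and 2.03 without stimulation. Its log2 ratio to unstimulated cells was 2.85 with IL-2 and -0.13 with IL-2-REH. Lta (NM_010735) is the neighbouring gene from 35203165 to 35205578, where Mir6974 overlaps it. It had 4063 reads and an RPKM of 43.4 with IL-2, 438 reads and 4.37 with IL-2-REH, and 273 reads and 3.21 without stimulation. Its log2 ratio was 3.40 with IL-2 and 0.35 with IL-2-REH. Between IL-2-REH and IL-2, the log2 ratio was -2.92 for Cdk6, -2.98 for Tnf and -3.05 for Lta. At 90 min, the log2 ratio with IL-2 was 0.42 for Cdk6, 2.39 for Tnf and 3.03 for Lta, and with IL-2-REH it was -0.53, 0.23 and 0.34. These values come from 1 library per condition, so they cannot be set against a replicate error in CD8+ T cells.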

The differences between IL-2-REH responsiveness in vitro suggest that in vivo differences in cytokine-induced proliferation may reflect intrinsic differences in cytokine responsiveness between cell subsets with IL-2-REH eliciting preferential signaling in Tregs relative to CD8+ T cells.

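A list of 17 genes regulated by STAT5 or IL-2, written down before the data were examined, was followed in both cell types. It includes genes that the paper names as IL-2-regulated, so it is not independent of the paper. Its median log2 ratio of RPKM + 1 between IL-2-REH and IL-2 at 4 hr was -0.43, -0.89 and -0.24 in the 3 same-numbered Treg pairs (mean -0.52, SD 0.33, n = 3 pairs) and -2.0 in the single CD8+ pair. Among 10000 random lists of the same size matched on expression, the Treg medians lay at percentiles 0, 0 and 1.02 and the CD8+ median at percentile 0. With IL-2 at 4 hr relative to unstimulated cells, the list median was 0.95 ± 0.48 (SD, n = 3 pairs) in Tregs and 1.21 in CD8+ T cells. With IL-2-REH, it was 0.31 ± 0.34 (SD, n = 3 pairs) in Tregs, from -0.02 to 0.65, and -0.71 in CD8+ T cells. With a mean RPKM of at least 5, which left 15 genes of the list in Tregs, the pairs ranged from 0.36 to 0.69. The CD8+ value between the cytokines lies outside the range of the 3 Treg pairs, and with a single CD8+ library per condition the difference between the cell types was not tested. Within the list, the Treg log2 fold change of Cdk6 between IL-2-REH and IL-2 was -1.21 (adjusted p = 0.203 from edgeR's quasi-likelihood test, 0.126 with the block), and that of Lta was -0.90 (adjusted p = 0.9996 from edgeR, 0.842 with the block). From the differences in IL-2-REH responsiveness between Tregs and CD8+ T cells in vitro, the paper proposes that differences in proliferation in vivo may reflect intrinsic differences in cytokine responsiveness between the cell subsets.

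**Figure D2:**
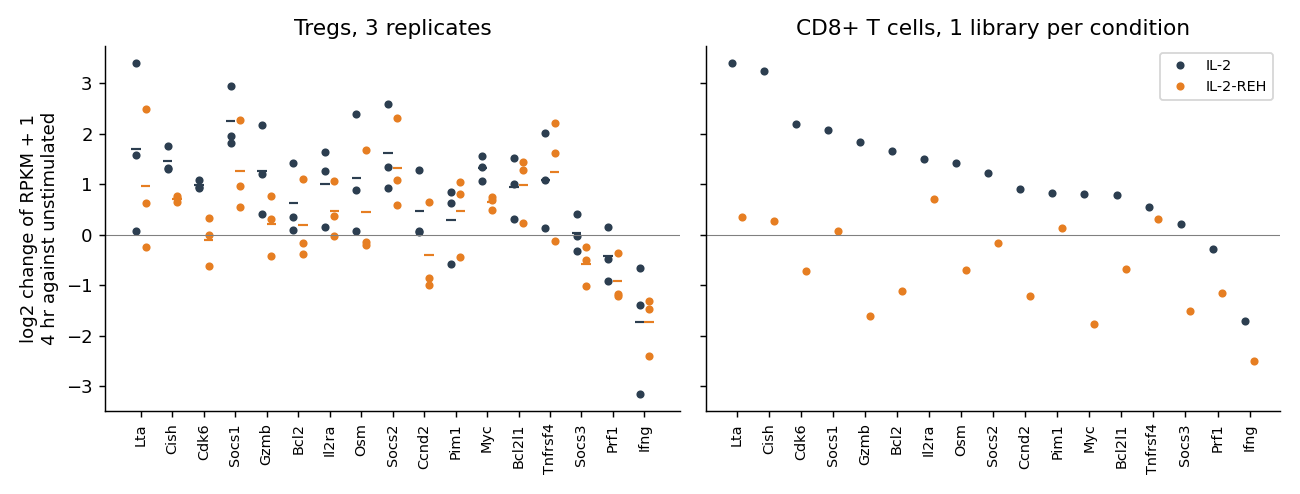
Log2 change of RPKM + 1 at 4 hr against unstimulated cells for each of the 17 genes, with IL-2 and with IL-2-REH, in Tregs (left, points for the 3 replicates and a bar at their mean) and CD8+ T cells (right, 1 library per condition). The list median with IL-2-REH was -0.71 in CD8+ T cells and from -0.02 to 0.65 in the Treg replicates.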

### IL-2-REH exploits intrinsic differences in IL-2 signaling to elicit cell type-specific activity

To extend our observations to a broader set of IL-2 responsive lymphocytes, we profiled IL-2 receptor expression and pSTAT5 signaling in NK cells and T cells following a 20 min cytokine stimulation (Figure 5—figure supplement 1). NK cells, which are negative for IL-2Rα but express high levels of IL-2Rβ and intermediate levels of γ_c_, respond selectively to IL-2 but not IL-2-REH, IL-2-REK, or, IL-2-RETR. Similarly, ex vivo CD4+ and CD8+ T cells, which are negative for IL-2Rα and express low to intermediate levels of IL-2Rβ and γ_c_, respond to IL-2 but not partial agonists. In contrast, Tregs which constitutively express IL-2Rα and intermediate levels of IL-2Rβ and γ_c_ respond to IL-2 and IL-2-REH but only weakly to IL-2-REK. Activated CD4+ and CD8+ T cells (blasts) express elevated levels of IL-2Rα, IL-2Rβ, and γ_c_, have increased responsiveness to both IL-2-REH and IL-2-REK, with IL-2-REH acting as a full agonist on CD8+ T cell blasts. Thus, cells differ greatly in their responsiveness to IL-2 partial agonist based on cell type and activation status.

To better understand the relationship between IL-2 receptor expression and sensitivity to partial agonists, we plotted STAT5 phosphorylation against receptor expression for each of the cell types analyzed. IL-2-REH and IL-2-REK responsiveness positively correlated with expression of IL-2Rα and γ_c_ but not IL-2Rβ, indicating that expression of IL-2Rα and γ_c_ may contribute to the selectivity of IL-2 partial agonists (Figure 5A–C).

**Figure 5.**
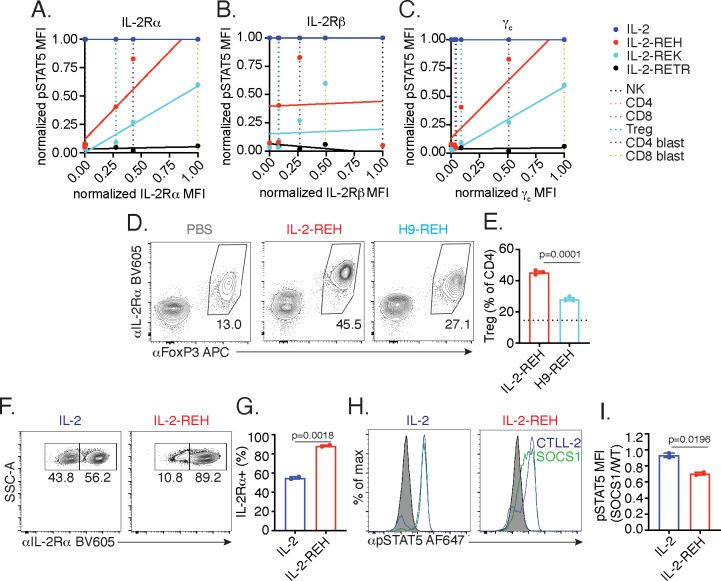
IL-2-REH exploits intrinsic differences in IL-2 signaling to elicit cell type-specific activity. (**A–C**) IL-2 partial agonist activity depends on IL-2Rα and γ_c_ expression. Correlation plots showing STAT5 phosphorylation and receptor expression in NK cells, CD4+ T cells, CD8+ T cells, and Tregs. Dashed lines represent receptor expression normalized to the highest and lowest expressing cell types. pSTAT5 MFI at saturating cytokine concentration was normalized to stimulation with IL-2. See also Figure 5—figure supplement 1. (**D–E**) IL-2Rβ affinity regulates cell type selectivity of IL-2-REH. C57BL/6J mice were dosed with three 30 μg intraperitoneal injections of IL-2-REH or H9-REH diluted in PBS on day 0, 3, and 6 followed by analysis on day 7. Flow cytometry plots (**D**) and quantification (**E**) of Treg frequency expressed as a percent of CD3+CD4+ T cells. Bar graphs show mean ± standard deviation of n = 3 mice per group. Dashed line represents Treg frequency in PBS-treated mice. Groups were compared using an unpaired t-test. (**F–G**) IL-2Rα expression controls proliferation in response to IL-2-REH. Wild-type and IL-2Rα^-/-^ CTLL-2 cells were mixed at 1:1 ratio and cultured in the presence of 200 nM IL-2 or IL-2-REH for three days prior to quantification of IL-2Rα expression by flow cytometry. Bar graph shows mean ± standard deviation of duplicate wells. Groups were compared using an unpaired t-test. (**H–I**) IL-2-REH signaling is more sensitive to negative regulation by suppressor of cytokine signaling 1 (SOCS1). SOCS1-p2a-eGFP expressing CTLL-2s were mixed with wild-type CTLL-2 cells, rested overnight, and stimulated with 1 μM IL-2 or IL-2-REH for 30 min prior to fixation, permeabilization, and detection of pSTAT5 by phosphoflow cytometry. Wild-type and SOCS1 overexpressing cells were gated on the basis of GFP expression. (**H**) Histograms showing pSTAT5 staining in wild-type (blue) and SOCS1 expressing (green) CTLL-2 cells. (**I**) pSTAT5 staining in SOCS1 expressing cells expressed as a ratio to pSTAT5 staining in wild-type CTLL-2s. Bar graph shows mean ± standard deviation of duplicate wells. Groups were compared using an unpaired t-test. MFI, mean fluorescence intensity. Results are representative of at least two independent experiments.

**Figure 5—figure supplement 1.**
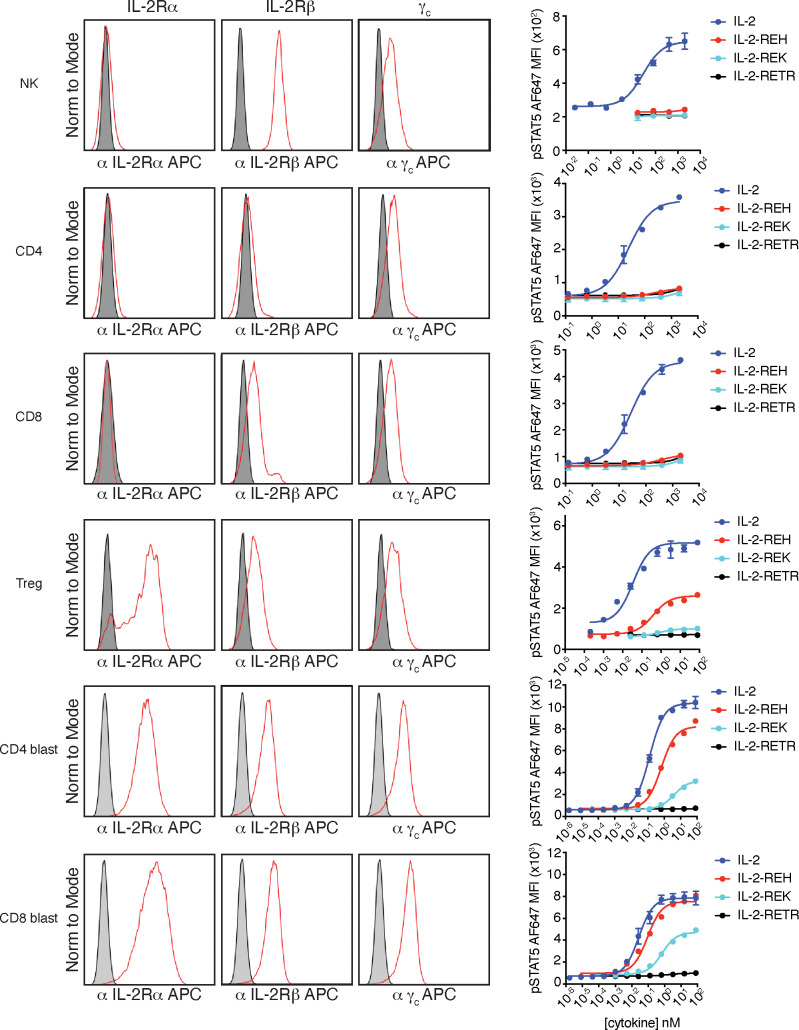
IL-2 receptor staining and signaling in NK cells and T cells. Analysis of IL-2 receptor expression on NK cells and T cells. Histograms of IL-2Rα (CD25), IL-2Rβ (CD122), and γ_c_ (CD132) expression in red compared to fluorescence minus one (FMO) control shown in gray. For receptor staining, a single cell suspension of spleen and lymph nodes from B6-Foxp3^EGFP^ mice was stained with a cell surface panel to identify NK cells (CD3-NK1.1+), CD4+ T cells (CD3+CD4+Foxp3-), CD8+ T cells (CD3+CD8+), and Tregs (CD3+CD4+Foxp3+). For blasts, a single cell suspension of spleen and lymph nodes from B6-Foxp3^EGFP^ mice was stimulated with 2.5 μg/mL plate bound αCD3, 5 μg/mL αCD28, and 100 IU/mL IL-2 for 2 days and rested overnight in complete media without IL-2. For NK cell signaling, magnetic-activated cell sorting (MACS) isolated NK cells from C57BL/6J mice were combined with CellTrace Violet (CTV) loaded carrier cells, stimulated for 20 min with cytokine prior to fixation, permeabilization, and staining for pSTAT5. NK cells were gated as CTV–. For T cell signaling, spleen and lymph nodes from B6-Foxp3^EGFP^ mice were pre-stained with a T cell phenotyping panel. Cells were stimulated for 20 min before fixation, permeabilization, and staining for pSTAT5. T cells were gated as CD4+ (CD3+CD4+Foxp3–), CD8+ (CD3+CD8+), or Treg (CD3+CD4+Foxp3+) based on cell surface markers and GFP expression. Data are representative of two or more independent experiments.

Given the positive correlation between IL-2Rα expression and responsiveness to partial agonists, we sought to test if IL-2Rα dependence was important for the selective activity of IL-2-REH in vivo. To do so, we installed the IL-2-REH γ_c_ binding mutations in the context of super-2 (H9), an IL-2 variant with high affinity for IL-2Rβ and *reduced* dependence on IL-2Rα (Levin et al., 2012). Increased affinity for IL-2Rβ (H9-REH) attenuated the IL-2-REH-mediated increase in Treg frequency, indicating that IL-2Rα dependence is important for cell type selectivity of IL-2-REH in vivo (Figure 5D–E).

To directly assess the role of IL-2Rα expression in IL-2-REH responsiveness, we generated an IL-2Rα deficient variant of CTLL-2s, an IL-2-dependent murine cell line, by CRISPR knockout. Wild-type and IL-2Rα-deficient cells were co-cultured at a 1:1 ratio in IL-2 or IL-2-REH for 72 hr, and changes in the frequency of IL-2Rα-expressing cells were used as a readout of IL-2Rα dependence. When cultured in IL-2, cells remained roughly at their input ratios, suggesting a negligible contribution of IL-2Rα expression. In contrast, co-culture in IL-2-REH produced an enrichment in IL-2Rα-expressing cells suggesting knockout cells were reduced in their capacity to respond to IL-2-REH (Figure 5F–G).

In addition to constitutive expression of IL-2Rα, Tregs are further sensitized to IL-2 signaling by miR-155 dependent suppression of SOCS1 (Lu et al., 2015; Lu et al., 2009). As SOCS1 acts as a negative regulator of IL-2 signaling by inhibiting JAK1 (Liau et al., 2018), we reasoned that SOCS1 expression may disproportionately inhibit signaling in response to IL-2-REH, which induces lower levels of receptor dimerization relative to wild-type IL-2. To determine the impact of SOCS1 on STAT5 signaling, we transduced CTLL-2 cells with lentivirus encoding SOCS1 along with a GFP expression marker. Wild-type and SOCS1 overexpressing cells were mixed, stimulated with IL-2 or IL-2-REH, and the ratio of pSTAT5 signaling in SOCS1 expressing cells relative to wild-type CTLL-2s was quantified. Overexpression of SOCS1 impaired phosphorylation of STAT5 in response to IL-2-REH but not IL-2, suggesting that the IL-2-REH signaling is more sensitive to negative regulation by SOCS1 (Figure 5H–I). Thus, IL-2-REH exploits two key features of IL-2 sensitivity in Tregs, constitutive IL-2Rα expression and miR-155 suppression of SOCS1.

### IL-2-REH expanded Tregs retain suppressive capacity and enhance recovery from DSS-induced colitis

We hypothesized that IL-2-REH-mediated expansion of Tregs might have utility in the suppression of immune activation in the setting of autoimmune disease. To confirm that expanded Tregs retained their ability to suppress T cell proliferation following IL-2-REH treatment, we tracked Treg expansion over time and performed Treg suppression assays using Tregs from PBS, IL-2, or IL-2-REH-treated mice. Tregs from cytokine-treated mice were capable of suppressing proliferation of conventional CD4+ T cells (Tcon) at similar ratios, indicating that IL-2-REH-induced proliferation does not impair the suppressive capacity of expanded Tregs (Figure 6—figure supplement 1).

An early demonstration of the suppressive capacity of regulatory T cells was provided by adoptive transfer experiments showing that Tregs are able to suppress T cell-mediated colitis (Read et al., 2000). In this model, colitis is induced by transfer of naïve CD45RB^hi^ cells into immunodeficient mice and can be prevented by co-transfer of CD45RB^lo^ cells of which IL-2Rα+Tregs are essential (Ostanin et al., 2009). To determine if IL-2-REH could expand Tregs and prevent disease in the context of T cell colitis, we transferred CD45RB^lo^ cells with or without Tregs and administered IL-2-REH at the onset of weight loss (Figure 6—figure supplement 2A). Under these conditions, Tregs were able to suppress colitis; however, this was inhibited by administration of IL-2-REH (Figure 6—figure supplement 2B). Interestingly, this was not due to an inability of IL-2-REH to expand Tregs as elevated Treg frequency was observed in cytokine-treated mice (Figure 6—figure supplement 2C). Similarly, IL-2-REH was able to stimulate Tregs as measured by expression of activation markers IL-2Rα, GzmB, and ICOS (Figure 6—figure supplement 2D–F). These findings suggest that Treg expansion at later time points does not correlate with disease protection in the transfer model of T cell colitis; however, an important caveat is that the high frequency of responding T cells in this case may not reflect the typical circumstance during inflammatory disease progression. Furthermore, the IL-2Rα-selectivity of IL-2-REH may simultaneously activate IL-2Rα+CD8+ T cells in inflammatory lesion, providing an opposing effect to therapeutic benefit from the Treg expansion.

To determine if systemic treatment with IL-2-REH could provide therapeutic benefit during an ongoing immune response, we used the DSS-induced colitis model, treating mice with IL-2, IL-2-REH, or the previously described IL-2Rα selective IL-2 mutein, IL-2-N88D (Peterson et al., 2018), starting on day 3 at the onset of DSS-induced weight loss (Figure 6A). In these experiments, we administered lower doses of IL-2 similar to those used in the treatment of nonobese diabetic mice when adjusted for the molecular weight of the fusion protein (Grinberg-Bleyer et al., 2010). All mice lost weight as a result of DSS administration; however, IL-2-REH improved recovery as measured by body weight on day 16 (Figure 6B, Figure 6—figure supplement 3). This effect was unique to IL-2-REH and not seen in mice receiving PBS control, IL-2, or, IL-2-N88D which lost significant amounts of weight relative to untreated mice. Consistent with these findings, hematoxylin and eosin (H and E) staining of distal colon sections showed elevated disease score following DSS induction, an effect which was attenuated in mice receiving IL-2-REH but not IL-2 or IL-2-N88D (Figure 6C–D). The mitigating effects of IL-2-REH administration on weight loss and disease score were accompanied by increased Treg frequency in the mesenteric lymph nodes, indicating that IL-2-REH expansion of Tregs is maintained in the context of an inflammatory response (Figure 6E). Importantly, DSS induction did not alter IL-2-REH specificity as IL-2 but not IL-2-REH or IL-2-N88D increased NK cell frequency in the mesenteric lymph node (Figure 6F).

**Figure 6.**
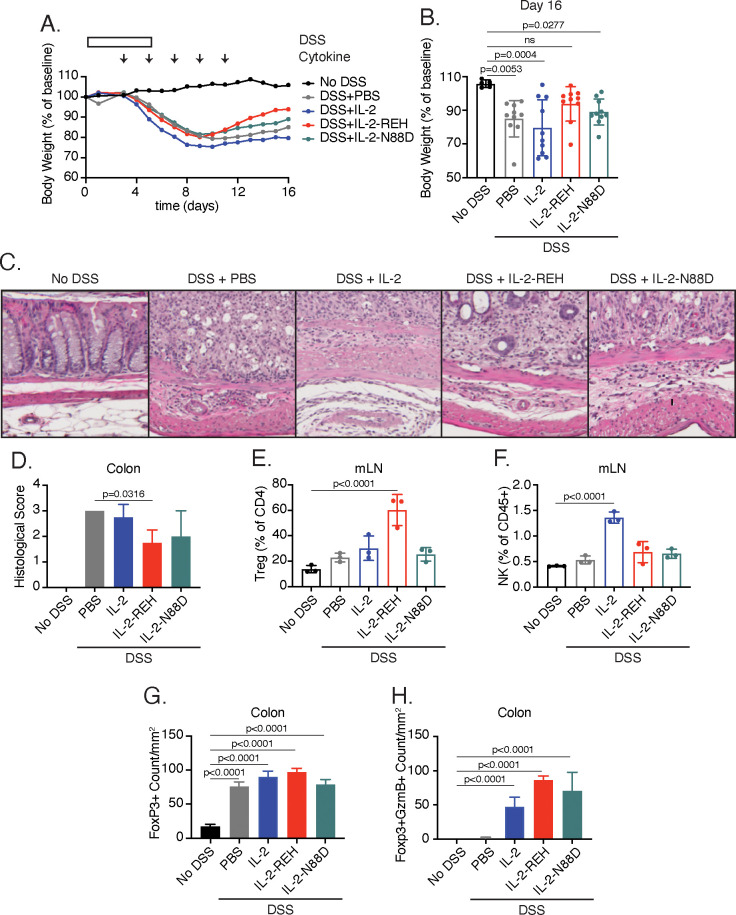
IL-2-REH enhances recovery from DSS-induced colitis. C57BL/6J mice were placed on 3–3.5% dextran sulfate sodium (DSS in drinking water for 6 days. Starting on day 3, mice received subcutaneous injections of PBS (n = 10), 5 μg IL-2 (n = 10), 5 μg IL-2-REH (n = 10) or 5.3 μg IL-2-N88D (n = 10) every other day for 10 days. Data were compared to mice maintained on drinking water without DSS (n = 5). (**A**) Mean body weight measurements following 3% DSS induction. Weights were normalized to body weight on day 0. For body weight curves of individual mice, see Figure 6—figure supplement 3A–E. (**B**) IL-2-REH enhances recovery from DSS-induced colitis. Comparison of body weights on day 16. If mice died prior to day 16, the final body weight measurement was used for analysis. For survival curve, see Figure 6—figure supplement 3F. Bar graphs show mean ± standard deviation and were analyzed by one-way ANOVA relative to no DSS condition, multiple comparisons were corrected using Dunnett’s test. Data are representative of two independent experiments. (**C-D**) IL-2-REH attenuates DSS-induced colon damage. (**C**) Representative hematoxylin and eosin (**H and E**) staining of distal colon sections on day 13. (**D**) Quantification of disease score from H&E staining of distal colon. Mice received no DSS (n = 3) or 3.5% DSS with PBS (n = 4), 5 μg IL-2 (n = 4), 5 μg IL-2-REH (n = 4), or 5.3 μg IL-2-N88D (n = 3). Groups were compared by one-way ANOVA with Tukey’s multiple comparisons. (**E**) IL-2-REH treatment increases the frequency of regulatory T cells in mesenteric lymph nodes (mLNs). Flow cytometry analysis of mLN cellularity was performed 10 days post 3% DSS induction. Bar graphs show mean ± standard deviation of n = 3 mice per group. Data were analyzed by one-way ANOVA with Tukey’s multiple comparisons. (**F**) IL-2 increases NK cell frequency in the mesenteric lymph nodes, analyzed as in E. (**G-H**) Quantification of colon infiltrating Tregs by immunohistochemistry (IHC). Bar graphs show mean ± standard deviation of colon sections from n = 3 mice per group. (**G**) DSS increases Treg infiltration in colon. Quantification of Tregs by IHC staining for Foxp3 in colon. (**H**) Cytokine treatment enhances Treg activation in colon. Quantification of Foxp3+GzmB+ cells by IHC. Groups were compared using one-way ANOVA with Tukey’s multiple comparisons relative to untreated mice.

**Figure 6—figure supplement 1.**
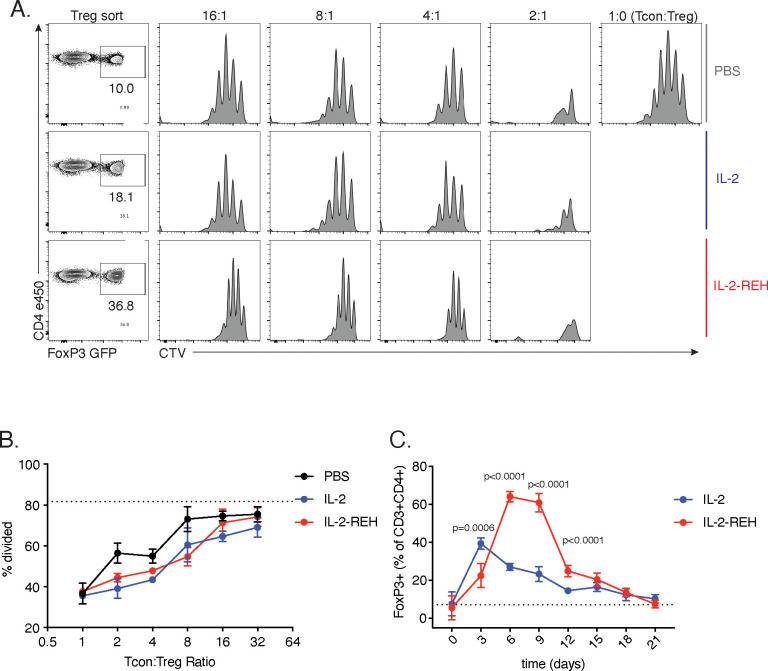
In vitro suppression and kinetic analysis of IL-2-REH expanded Tregs. (A-B) Suppression of conventional CD4+ T cell proliferation by Tregs from cytokine-treated mice. Tregs from PBS, IL-2, or IL-2-REH-treated B6-Foxp3^EGFP^ mice were isolated by fluorescence-activated cell sorting (FACS) and co-cultured with CellTrace Violet (CTV) labeled CD4+ conventional T cells from PBS-treated mice in the presence of αCD3αCD28 coated beads for 3 days. Proliferation of conventional cells was assessed by CTV dilution. (**A**) Contour plots of Treg sorting scheme. Histograms of CTV dilution in Tcons cultured with varying ratios of Tregs as indicated. (**B**) Quantification of Tcon proliferation. The dashed line represents the frequency of divided cells in the absence of Tregs. Data are shown as mean ± standard deviation of triplicate wells. Data are representative of two independent experiments. (**C**) Kinetics of Treg expansion in response to cytokine treatment. B6-Foxp3^EGFP^ mice were administered 30 μg of MSA-IL-2 or MSA-IL-2-REH on day 0, 3, and 6. The frequency of Foxp3^EGFP+^ cells was tracked every three days in blood. Dashed line represents Foxp3^EGFP+^ frequency in untreated mice. Data were analyzed by unpaired t-test with multiple corrections using the Holm-Šidák method. Data are expressed as mean ± standard deviation of n = 5 mice per group and are representative of a single experiment.

**Figure 6—figure supplement 2.**
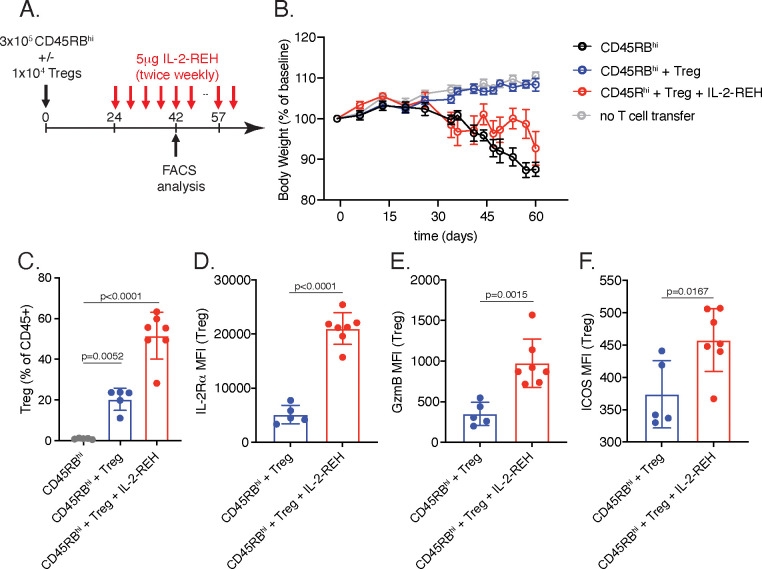
Effects of IL-2-REH on T cell transfer colitis. (**A**) Schematic of T cell transfer colitis. On day 0, 3 × 10^5^ naïve CD4+CD45 RB^hi^ T cells were transferred into C.B-17 scid mice with or without 1 × 10^4^ Tregs. Starting on day 24 at the onset of weight loss, mice were administered 5 μg IL-2-REH twice weekly for 3 weeks. Treg frequency and activation status was monitored in blood on day 42 and a final week of cytokine treatment was begun on day 57. (**B**) Body weight measurements from T cell transfer recipients. Body weight was monitored weekly and expressed as mean ± standard error for n = 8 (CD45RB^hi^ and CD45RB^hi^+Treg), n = 7 (CD45RB^hi^+Treg+IL-2-REH), and n = 5 (negative control) mice, respectively. (**C**) IL-2-REH expands Tregs in the context of T cell colitis. (**C**) Frequency of Foxp3+Tregs in blood on day 42. Data are shown as mean ± standard deviation and were compared by one-way ANVOA with Tukey’s post hoc test. (**D–F**) IL-2-REH enhances activation of Tregs during T cell colitis. Expression of IL-2Rα (**D**), GzmB (**E**), and ICOS (**F**) in Tregs was monitored by flow cytometry in the blood on day 42. Data are shown as mean ± standard deviation and were compared by unpaired t-test.

**Figure 6—figure supplement 3.**
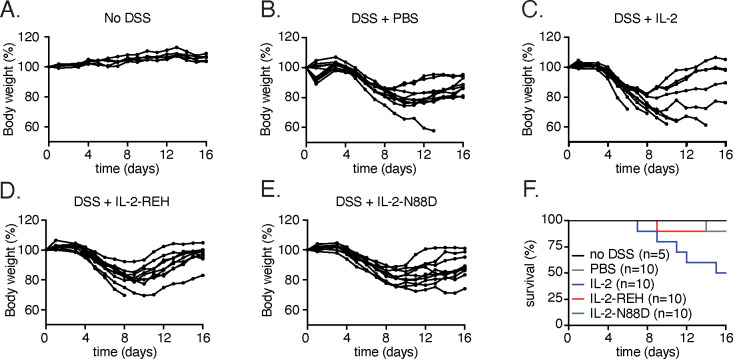
Weight loss and survival in DSS-induced colitis. (**A–E**) Weight loss plots for individual mice following DSS treatment. (**F**) Survival curves for mice administered DSS and cytokine as indicated.

To further characterize the effect of cytokine treatment on disease progression, we performed immunohistochemistry of colon sections from control and diseased mice. While disease induction did not impact Treg frequency in mesenteric lymph nodes, DSS administration enhanced Treg infiltration in the colon, an effect that was not significantly impacted by cytokine treatment (Figure 6G). Previously, the cytotoxic effector molecule, granzyme B (GzmB) has been implicated in the suppressive activity of Tregs through killing of antigen presenting cells (Cao et al., 2007). Treatment with IL-2, IL-2-REH, or, IL-2-N88D increased the presence GzmB+Foxp3+ cells, suggesting that all of these cytokines were capable of promoting Treg activation in the tissue (Figure 6H); however, in the case of IL-2 and IL-2-N88D, this did not translate to improved outcome. Thus, IL-2-REH retains the ability to expand and activate Tregs in the context of an ongoing immune response, thereby improving recovery from DSS-induced colitis.

The discrepancy between our findings in T cell transfer colitis and DSS-induced colitis suggest that the timing and nature of the inflammatory response play a large role in the efficacy of Treg expansion in ameliorating pathological inflammation. These findings highlight the complexity of strategies for Treg expansion as a therapeutic regimen in autoimmune disease.

## Discussion

IL-2 play a central role in the initiation, maintenance, and resolution of the immune response by activating multiple cell types. The countervailing effects of IL-2 to both activate and suppress the immune response is critical for maintaining immune homeostasis but has hampered basic understanding of IL-2 activity on different cell types in vivo and limited the clinical utility of cytokine administration. Here, we identify an IL-2 agonist which specifically expands a preexisting population of regulatory T cells due to differences in IL-2 receptor expression and signaling pathway intermediates. The mechanistic principles we demonstrate here for determining cell type selectivity of IL-2 partial agonists can likely be generalized to other cytokine and growth factor systems that signal through dimeric receptors.

This mechanism-based approach taken here differs from previously reported IL-2 muteins with attenuated binding to IL-2Rβ and thus increased dependence on IL-2Rα (Khoryati et al., 2020; Peterson et al., 2018; Shanafelt et al., 2000). Here, the strategy of systematically altering the affinity of IL-2 for γ_c_ to generate IL-2 variants with submaximal signaling at saturating concentrations of cytokine is conceptually analogous to modulation of G-protein coupled receptor (GPCR) signaling by partial agonists (Pliska, 1999; Shukla, 2019). Unlike GPCR which undergo ligand-induced confirmational changes, cytokine receptor signaling depends largely on receptor dimerization (Engelowski et al., 2018). We find that modulating the affinity of IL-2 for its receptor can shift the monomer-dimer equilibrium and promote distinct levels of intracellular signaling. Importantly, these effects are highly dependent on expression of receptor subunits such that IL-2 muteins which fail to signal on one cell population act as full or partial agonists on others (Figure 5—figure supplement 1). The affinity of IL-2 for IL-2Rβ predominantly impacts the dose sensitivity of cytokine signaling rather than the maximal response such increased cytokine concentration can compensate for reduced IL-2Rβ affinity. The approach we have taken here in which we modulate the interaction between IL-2 and γ_c_ is less dependent on cytokine concentration and has the capacity to alter receptor dimerization even at saturating concentrations of cytokine (Figure 1E).

Cell type-specific signaling through IL-2Rβ/γ_c_ is not unique to engineered cytokines. Indeed, IL-2 shares signaling receptors IL-2Rβ and γ_c_ with IL-15 (Carson et al., 1994; Giri et al., 1994). Despite exhibiting very similar signaling on CD8+ T cells in vitro (Ring et al., 2012), IL-2 and IL-15 have many divergent biological functions in vivo (Lodolce et al., 1998; Ma et al., 2006). Differences in IL-2 and IL-15 have been attributed to unique receptors, IL-2Rα and IL-15Rα, which play important roles in determining cell type specificity of cytokine signaling (Waldmann, 2006). In contrast to IL-2 and IL-15, partial agonists achieve cell type selectivity through a distinct mechanism, relying on different thresholds for IL-2 signaling across cell types rather than unique alpha receptors to achieve biological specificity.

This mechanism of functional diversification through altered receptor dimerization shares some features with type I interferons (IFNs), a large class of cytokines that signal though receptors IFNAR1 and IFNAR2. Despite the use of a shared receptor complex, type I IFNs play nonredundant roles in antiviral immunity by modulating the strength of receptor dimerization (Ng et al., 2016; Ng et al., 2015). While IL-2 and IL-15 are the only natural ligands of the IL-2Rβ/γ_c_ receptor complex, we show here that additional IL-2 receptor agonists with divergent biological behavior can be generated by systematically altering receptor binding. This strategy relies on intrinsic differences in cytokine sensitivity that can be exploited by designed cytokine variants to satisfy thresholds on certain cell types but not others. As many cytokines use differences in receptor expression and signaling pathway components to achieve cell type selectivity, this approach may be more generally applicable to other pleiotropic cytokines.

## Materials and methods

### Protein expression and purification

Constructs encoding mouse serum albumin (MSA, amino acids 19–608) fused to wild-type or mutant human IL-2 (amino acids 21–153) were cloned into the pAcGP67a vector (BD Biosciences) with an N-terminal gp67 signal peptide and a C-terminal 6xHis tag. The super-2 variant H9 (L80F, R81D, L85V, I86V, I92F) with enhanced affinity for IL-2Rβ was used as indicated (Levin et al., 2012). All mutations are listed based on their position in the mature polypeptide for consistency with previous reports. For binding studies, the extracellular domains of IL2Rβ (amino acids 27–240) and γ_c_ (amino acids 23–254) with a C-terminal biotin acceptor peptide (N-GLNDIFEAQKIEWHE-C) were cloned into the pAcGP67a vector (BD Biosciences) with an N-terminal gp67 signal peptide and a C-terminal 6xHis tag. Baculovirus was produced by transfection of *Spodotera frugiperda* (Sf9) insect cells with Cellfectin II (Gibco) and Sapphire Baculovirus DNA (Allele) followed by viral amplification in Sf9. High titer virus was used to infect *Trichoplusia ni* (High-Five) cells (Invitrogen). Protein was isolated from supernatant 48–72 hr post infection by Ni-NTA affinity chromatography and size exclusion chromatography (SEC) using Superdex S200 column (GE). Purity was confirmed by SDS-PAGE and IL-2 bioactivity was tested by pSTAT5 signaling on YT cells. For biotinylation, human γ_c_ was expressed, purified by Ni-NTA affinity chromatography, and incubated with soluble BirA ligase in buffer containing 0.5 mM Bicine (pH 8.3), 100 mM ATP, 100 mM magnesium acetate, and 500 μM biotin overnight at 4C (Fairhead and Howarth, 2015). Biotinylated γ_c_ was purified by SEC as described above.

For in vivo experiments, endotoxin was removed using High Capacity NoEndo Columns (Viva Products) and levels were quantified using the LAL Chromogenic Endotoxin Quantitation Kit (Thermo). All in vivo preparations had <1U endotoxin/dose. For DSS studies, the previously described IL-2 mutein with reduced affinity for IL-2Rβ, IL-2-N88D, was expressed with T3A mutation to eliminate O-glycosylation and C125A mutation to prevent intrachain disulfides. To extend half-life, N88D was expressed with an N-terminal Fc domain lacking Fc effector functions (hIgG1-P329G LALA) (Schlothauer et al., 2016) in Expi293 cells (Gibco) by transient transfection.

### Single-molecule particle tracking

Receptor dimerization in the plasma membrane was quantified by dual-color single-molecule co-tracking as described in detail previously (Mendoza et al., 2019; Wilmes et al., 2015). For this purpose, HeLa cells were transfected with IL-2Rβ and γ_c_ N-terminally fused to engineered, nonfluorescent variants of monomeric GFP mXFPm and mXFPe, respectively, that are orthogonally recognized by the anti-GFP nanobodies ‘Minimizer’ (MI) and ‘Enhancer’ (EN) (Kirchhofer et al., 2010). After transfection, cells were seeded on coverslips coated with PLL-PEG-RGD (You et al., 2014) and imaging experiments were performed 48 hr post transfection. Single-molecule imaging experiments were conducted by total internal reflection fluorescence (TIRF) microscopy with an inverted microscope (Olympus IX71) equipped with a triple-line total internal reflection (TIR) illumination condenser (Olympus). A 150× magnification objective with a numerical aperture of 1.45 (UAPO 150 ×/1.45 TIRFM, Olympus) was used for TIR illumination of the sample. All experiments were carried out at room temperature in medium without phenol red, supplemented with an oxygen scavenger and a redox-active photoprotectant to minimize photobleaching (Vogelsang et al., 2008). Cell surface receptors were labeled by addition of 2.5 nM of each MI and EN conjugated to Rho11 (ATTO-TEC) and DY647 (Dyomics), respectively, which were kept in the supernatant throughout imaging experiments. After incubation with IL-2 variants for 5 min, dual-color videos of 150 frames were recorded at a rate of 31.25 Hz using total internal reflection fluorescence microscopy. The fluorophores were simultaneously excited at 561 nm and 642 nm and fluorescent signals of the respective channels were separated with an image splitter and detected with a backilluminated electron multiplied (EM) CCD camera (iXon DU897D, Andor Technology). Single molecule tracking and co-tracking was performed using ‘SLIMfast,’ an in-house software written in MATLAB (kindly provided by Christian P. Richter) based on the multiple-target tracing (MTT) algorithm (Sergé et al., 2008). Individual receptor dimers were identified by co-localization within a maximum intermolecular distance of 100 nm and a minimum trajectory length of 10 consecutive frames (Wilmes et al., 2015).

### Surface plasmon resonance

Interactions between IL-2 muteins and γ_c_ were assessed by surface plasmon resonance (SPR) on a BIAcore T100 instrument. Biotinylated human γ_c_ was immobilized on a streptavidin sensor chip (GE) at low density (<100 RU). To facilitate measurement of complex assembly, IL-2 muteins were expressed in the context of H9 and incubated with equimolar human IL-2Rβ. Binding measurements were performed at 25°C with a flow rate of 50 μL/min. Precomplexed cytokine and receptor (5 μM) were injected over the chip for 120 s followed by a 500 s dissociation phase. Following each injection, the chip was regenerated with 4M MgCl_2_. Traces were background-subtracted for binding to an unrelated biotinylated protein immobilized in the reference channel.

### Cell culture

Mammalian cell lines were maintained in complete RPMI (RPMI 1640-GlutaMAX supplemented with 10% fetal bovine serum, nonessential amino acids, sodium pyruvate, 15 mM HEPES and penicillin-streptomycin) at 37°C with 5% CO_2_. Cells were tested for mycoplasma using MycoAltert PLUS mycoplasma detection kit (Lonza). YT cells were maintained at low passage number and verified by IL-2 receptor expression and responsiveness (Yodoi et al., 1985). CTLL-2 cells (AATC TIB-214), a murine IL-2-dependent T cell line, were obtained from the vendor and maintained in complete RPMI supplemented with 1000 IU/mL recombinant mouse IL-2. IL-2Rα-deficient CTLL-2 cells were generated by lentiviral transduction using lentiCRISPRv2 encoding gRNA 5’-ACAACTTACCCAGAAATCGG-3’ (Sanjana et al., 2014). Transduced cells were sorted on the basis of IL-2Rα expression using a SH800S cell sorter equipped with 100 μm chip (Sony) and mixed 1:1 with wild-type CTLL-2 cells. Mixed cells were cultured in the presence of 200 nM IL-2 or IL-2-REH for 3 days prior to analysis of cell counts and IL-2Rα+ cell frequency. For SOCS1 overexpression, the open reading frame encoding mouse SOCS1 (1–212) followed by a p2a ribosomal skip sequence and enhanced green fluorescent protein (eGFP) was cloned into lentiviral gene ontology vector, LeGO (Weber et al., 2010). Cells were transduced with lentivirus and sorted on the basis of eGFP expression using a SH800S cell sorter equipped with 100 μm chip (Sony). Transduced cells were mixed 1:1 with wild-type CTLL-2s and stimulated with 1 μM IL-2 or IL-2-REH prior to analysis of STAT phosphorylation by flow cytometry.

### pSTAT5 staining

2–3 × 10^5^ cells were stimulated in 100 μL complete RPMI with cytokine in a 96 well plate prior to fixation with 1.6% paraformaldehyde for 10 min at room temperature. Cells were permeabilized with 100% ice-cold methanol and stored at −20°C prior to staining. Cells were washed twice with FACS buffer (PBS pH7.2, 2% FBS, 2 mM EDTA) and stained with 1:50 anti-STAT5 pY694 AF647 (BD) for 1 hr at room temperature. Mean fluorescence intensity (MFI) was monitored using a CytoFLEX flow cytometer (Beckman Coulter). MFI was normalized to pSTAT5 MFI in the absence of cytokine and at saturating levels of IL-2.

For T cell signaling, spleen and lymph nodes from B6-Foxp3^EGFP^ mice (C.Cg-*Foxp3^tm2Tch^*/J) were processed to generate a single cell suspension. Fc receptors were blocked with TrueStain FcX (Biolegend) and cells were stained with αCD3 AF700 (500A2, eBiosience), αCD4 eFluor 450 (GK1.5, eBioscience), and αCD8 BV785 (53–6.7, BioLegend). CD8+ T cells were defined as CD3+CD8+, conventional CD4+ T cells were defined as CD3+CD4+Foxp3, while Tregs were gated as CD3+CD4+Foxp3+ on the basis of GFP expression.

For NK cell signaling, murine NK cells were isolated from spleen and lymph nodes of C57BL/6J mice by negative selection using Miltenyi NK cell isolation kit (Miltenyi Biotec). To enhance recovery, purified NK cells were mixed with CellTrace Violet (Invitrogen) labeled carrier cells and stimulated for 20 min at 37°C. Cells were fixed using Lyse/Fix buffer (BD) and permeabilized using Phosflow Perm Buffer III (BD).

For IL-2 receptor staining, a single cell suspension from spleen and lymph nodes of B6-Foxp3^EGFP^ mice was pre-stained with TrueStain FcX (Biolegend) followed by a panel of αCD3 PerCP-Cyanine5.5 (145–2 C11, eBioscience), αCD4 eFluor 450 (GK1.5, eBioscience), αCD8 BV785 (53–6.7, BioLegend), αNK1.1 PE (PK136, eBioscience), and αCD19 PC7 (1D3, eBioscience). To this panel were added antibodies against IL-2Rα (CD25, PC61, Biolegend), IL-2Rβ (CD122, TM-b1, Biolegend), or γ_c_ (CD132, TUGm2, Biolegend) labeled in APC.

### RNA-seq and qPCR

Tregs were isolated from B6-Foxp3^EGFP^ mice using CD4+ T cell isolation kit (Miltenyi) followed by fluorescence-activated cell sorting (FACS) for GFP expression to isolate Tregs. CD8+ T cells were isolated from C57BL/6J mice using CD8+ T cell isolation kit (Miltenyi). Isolated cells were stimulated with 200 nM IL-2 or IL-2-REH and RNA was extracted using the Zymo RNA miniprep kit (Zymo Research). 500 ng RNA was used for RNA-Seq library preparation with the Kapa mRNA HyperPrep Kit (KK8580, Kapa Biosystems) and indexed with NEXTflex DNA Barcodes-24 as previously reported (Lin et al., 2017). Indexed samples were loaded to 2% E-Gel pre-cast gels (ThermoFisher). DNA fragments between 250 bp and 400 bp were recovered and purified with Zymoclean Gel DNA Recovery Kit (ThermoFisher), quantified by Qubit (Invitrogen), and sequenced on an Illumina HiSeq3000 system. Sequenced reads (50 bp, single end) were obtained with the Illumina CASAVA pipeline and mapped to the mouse genome mm10 (GRCm38, Dec. 2011) using Bowtie2 and Tophat2. Only uniquely mapped reads were retained. Raw counts that fell on exons of each gene were calculated and normalized by using RPKM (Reads Per Kilobase per Million mapped reads). Differentially expressed genes were identified with the R Bioconductor package ‘edgeR’ and expression heat maps were generated with the R package ‘pheatmap’.

For quantitative polymerase chain reaction (qPCR), Tregs and CD8+ T cells were stimulated for 4 hr with 200 nM cytokine prior to RNA isolation using RNeasy kit (QIAGEN). cDNA was generated using the iScript reverse transcriptase kit. qPCR was performed using PowerTrack SYBR Green (ThermoFisher) and analyzed on StepOnePlus Real-Time PCR System (Applied Biosystems). For analysis, Ct values were exported from StepOne Software and ΔCt was calculated for all samples relative to *Gapdh* control. ΔΔCt was calculated relative to unstimulated cells and fold change was expressed as 2^-ΔΔCt^.

### Cell profiling

C57BL/6J mice were maintained in specific pathogen-free housing under a protocol approved by the Stanford Veterinary Service Center. For profiling experiments, mice were administered 30 μg injections of IL-2 or muteins on days 0, 3, and 6. On day 7, spleen and lymph nodes were harvested and a single cell suspension was generated. For transcription factor staining, cells were surface stained prior to fixation and permeabilization using Foxp3 transcription factor buffer set (eBiosciences). For cytokine recall, cells were cultured in 1 μg/mL Ionomycin (Sigma), 50 ng/mL phorbol 12-myristate 13-acetate (PMA, Sigma) and GolgiStop (BD) for 4 hr. Cells were surface stained prior to fixation and permeabilization using Cytofix/Cytoperm kit (BD).

### Adoptive transfer

Conventional CD4+ T cells from B6-Foxp3^EGFP^ were isolated using the CD4+ T cell isolation kit (Miltenyi) followed by FACS of conventional T cells (GFP negative) cells using a SH800S cell sorter equipped with 100 μm chip (Sony). Isolated cells were resuspended in PBS and transferred via retro-orbital injection into CD45.1 mice (B6.SJL-*Ptprc^a^Pepc^b^*/BoyJ) and allowed to engraft for 4 hr prior to injection of 30 μg IL-2-REH or PBS control. Mice were administered two additional cytokine doses on days 3 and 6 prior to analysis of Treg frequencies on day 7.

### In vivo proliferation tracking

C57BL/6J mice were administered a single 30 μg dose of IL-2 or IL-2-REH followed by daily 100 μg injections of Click-iT EdU (Invitrogen) on day 0, 1, and 2. On day 3, spleen and lymph nodes were harvested. Cells were surface stained, fixed, and permeabilized using Foxp3 transcription factor buffer set (eBiosciences). Following Foxp3 staining, cells were washed and resuspended in Click-iT saponin based permeabilization and wash reagent prior to performing click reaction according to manufactures protocols.

### In vitro Treg suppression

CD4+ T cells from B6-Foxp3^EGFP^ mice were isolated by magnetic-activated cell sorting (MACS) followed by FACS for GFP+ (Treg) and GFP– (Tcon) cells using a SH800S cell sorter equipped with 100 μm chip (Sony). 2.5 × 10^4^ Tcons from PBS-treated mice were loaded with CellTrace Violet (CTV, Invitrogen) and incubated with 1:1 Dynabeads Mouse T-Activator CD3/CD28 (Gibco) and varying numbers of Tregs from cytokine-treated mice. Cells were cultured for 3 days prior to FACS analysis of CTV dilution in Tcons.

### T cell colitis

CD4+ T cells were isolated from the spleens of BALB/c mice (Taconic) by MACS followed by FACS sorting for CD45RB^hi^CD25- (naïve) and CD45RB^lo^CD25+ (Treg). 3 × 10^5^ naïve CD4+ T cells were transferred with or without 1 × 10^4^ Tregs into female C. B-17 scid mice (Taconic). Body weight was monitored weekly and cytokine administration was initiated at the onset of weight loss on day 24. Mice received 5 μg injections of IL-2-REH twice weekly for three weeks followed by a second week-long course beginning on day 57. The frequency and activation of Tregs were monitored in blood on day 42.

### DSS-induced colitis

Female C57BL/6 mice (B6NTac, Taconic) aged 8–12 weeks were administered 3–3.5% dextran sulfate sodium (DSS) (36,000–50,000 M.Wt, MP Biomedical) in drinking water ad libitum for 6 days. Starting on day 3 of DSS treatment, mice were injected with cytokine or PBS control subcutaneously (s.c.) every other day for a total of five injections. For flow cytometry and histological analysis, mice were euthanized by CO_2_ asphyxiation on day 10. Colons were removed, flushed, and 2–2.5 cm pieces of the most distal part of the colon were fixed in 10% buffered formalin for histology and IHC analysis. Histological scoring for tissue damage was performed according to Wirtz et al., 2017.

### Statistics

Statistics were performed using Prism v8.4 (GraphPad Software). Data are expressed as mean ± standard deviation unless otherwise indicated.

## Data Availability

Sequencing data have been deposited in GEO under accession number, GSE162928. The following dataset was generated: GlassmanCRSuLMajri-MorrisonSSWinkelmannHMoFLiPPérez-CruzMHoPPKoliesnikLNagyNHnizdilovaTPictonLKovářMBollykyPSteinmanLMeyerEPiehlerJLeonardWJGaricaKC2020Calibration of cell-intrinsic Interleukin-2 response thresholds guides design of a regulatory T cell biased agonistNCBI Gene Expression OmnibusGSE16292810.7554/eLife.65777PMC813110434003116

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*M. musculus*)	Serum Albumin	Uniprot	P07724	
Gene (*Homo-sapiens*)	Interleukin 2 (IL-2)	Uniprot	P60568	
Gene (*Homo-sapiens*)	Interleukin two receptor beta (IL-2Rβ)	Uniprot	P14784	
Gene (*Homo-sapiens*)	Common gamma chain (γ_c_)	Uniprot	P31785	
Gene (*M. musculus*)	Suppressor of cytokine signaling 1 (SOCS1)	Uniprot	O35716	
Strain, strain background (*M. musculus*)	Female C57BL/6J	The Jackson Laboratory	JAX:000664	
Strain, strain background (*M. musculus*)	Female B6.SJL-*Ptprc^a^ Pepc^b^*/BoyJ	The Jackson Laboratory	JAX:002014	
Strain, strain background (*M. musculus*)	Female B6.Cg-*Foxp3^tm2Tch^*/J	The Jackson Laboratory	JAX:006772	
Strain, strain background (*M. musculus*)	Female C57BL/6	Taconic	C57BL/6NTac	
Strain, strain background (*M. musculus*)	Female BALB/c	Taconic	BALB/cAnNTac	
Strain, strain background (*M. musculus*)	Female C.B-17 scid	Taconic	C.B-*Igh-1^b^*/IcrTac-*Prkdc^scid^*	
Cell line (*M. musculus*)	Mouse T Cell line (CTLL-2)	ATCC	TIB-214	
Cell line (*Homo-sapiens*)	Human NK Cell line (YT)	Yodoi et al., 1985		
Cell line (*Spodoptera frugiperda*)	Insect ovarian Cell line	ATCC	Cat#CRL-1711	
Cell line (*Trichoplusia ni)*	Insect ovarian Cell line	Expression Systems	Cat#94–002F	
Cell line (*Homo-sapiens*)	Expi293F	Gibco	Cat#A14527	
Cell line (*Homo-sapiens*)	Human adenocarcinoma Cell line (Hela)	ATCC	Cat#CCL-2	
Antibody	Anti-mouse CD16/32 TruStain FcX (93) rat monoclonal	BioLegend	Cat#101320	(1:100)
Antibody	Anti-mouse CD3ε (145–2 c11) Armenian hamster monoclonal	BioLegend	Cat#100340	(2.5 μg/mL) plate bound
Antibody	Anti-mouse CD28 (37.51) Syrian hamster monoclonal	Bio X Cell	Cat#BE0015-1	(5 μg/mL)
Antibody	Anti-mouse CD45.1 e450 (A20) mouse monoclonal	eBioscience	Cat#48-0453-82	(1:100)
Antibody	Anti-mouse CD45.2 APC-eF780 (104) mouse monoclonal	eBioscience	Cat#47-0454-82	(1:100)
Antibody	Anti-mouse CD45.2 APC (104) mouse monoclonal	eBioscience	Cat#17-0454-82	(1:100)
Antibody	Anti-mouse CD3ε BV785 (17A2) rat monoclonal	BioLegend	Cat#100232	(1:100)
Antibody	Anti-mouse CD3ε AF700 (eBio500A2) Syrian hamster monoclonal	eBioscience	Cat#56-0033-82	(1:100)
Antibody	Anti-mouse CD3ε PerCP-Cy5.5 (145–2 C11) Armenian hamster monoclonal	eBioscience	Cat#44-0031-82	(1:100)
Antibody	Anti-mouse CD19 PE-Cy7 (1D3) rat monoclonal	eBioscience	Cat#25-0193-81	(1:100)
Antibody	Anti-mouse NK1.1 FITC (PK136) mouse monoclonal	eBioscience	Cat#11-5941-85	(1:100)
Antibody	Anti-mouse NK1.1 PE (PK136) mouse monoclonal	eBioscience	Cat#12-5941-82	(1:100)
Antibody	Anti-mouse Ly6G eF450 (RB6-8C5) rat monoclonal	eBioscience	Cat#48-5931-82	(1:100)
Antibody	Anti-mouse CD25 BV605 (PC61) rat monoclonal	BioLegend	Cat# 102035	(1:100)
Antibody	Anti-mouse CD25 APC (PC61) rat monoclonal	BioLegend	Cat#102011	(1:100)
Antibody	Anti-mouse CD122 APC (TM-β1) rat monoclonal	BioLegend	Cat#123214	(1:100)
Antibody	Anti-mouse CD132 APC (TUGm2) rat monoclonal	BioLegend	Cat#132308	(1:100)
Antibody	Anti-mouse Foxp3 APC (FJK-16S) rat monoclonal	eBioscience	Cat#17-5773-82	(1:100)
Antibody	Anti-mouse Foxp3 PE (FJK-16s) rat monoclonal	eBioscience	Cat#12-5773-82	(1:100)
Antibody	Anti-mouse CD4 FITC (RM4.5) rat monoclonal	eBioscience	Cat#11-0042-85	(1:100)
Antibody	Anti-mouse CD4 PE-Cy7 (GK1.5) rat monoclonal	eBioscience	Cat#25-0041-82	(1:100)
Antibody	Anti-mouse CD4 Pacific Blue (GK1.5) rat monoclonal	BioLegend	Cat# 100427	(1:100)
Antibody	Anti-mouse CD8 Alexa Fluor 488 (53–6.7) rat monoclonal	BioLegend	Cat#100726	(1:100)
Antibody	Anti-mouse CD8 BV785 (53–6.7) rat monoclonal	BioLegend	Cat#100750	(1:100)
Antibody	Anti-mouse CD62L (MEL-14) rat monoclonal	BioLegend	Cat# 104411	(1:100)
Antibody	Anti-mouse CD44 (IM7) rat monoclonal	BioLegend	Cat#103047	(1:100)
Antibody	Anti-mouse IFNγ AF647 (XMG1.2) rat monoclonal	BD	Cat#557735	(1:100)
Antibody	Anti-pSTAT5 AF647 (47/Stat5 pY694) mouse monoclonal	BD	Cat#612599	(1:100)
Recombinant DNA reagent	LeGO mSOCS1-p2a-eGFP	This study		Modified from Weber et al., 2010 mSOCS1 1–212 AS linker p2a cleavage peptide eGFP (UniProt C5MKY7)
Recombinant DNA reagent	lentiCRISPR v2 sgIL2RA	This study		Modified from Sanjana et al., 2014, see gRNA seq below
Recombinant DNA reagent	pSEMS leader-mXFPm IL-2Rβ	This study		mECFP (W67F, E143K) hIL-2Rβ 27–551
Recombinant DNA reagent	pSEMS leader-mXFPe γ_c_	This study		mEGFP (Y67F, N199D, Y201F) hγ_c_23–369
Sequence-based reagent	mouse IL-2Rα gRNA	This study	gRNA	ACAACTTACCCAGAAATCGG
Sequence-based reagent	Gapdh_F	IDT	PCR primer	GTGGAGTCATACTGGAACATGTAG
Sequence-based reagent	Gapdh_R	IDT	PCR primer	AATGGTGAAGGTCGGTGTG
Sequence-based reagent	Bcl2_F	IDT	PCR primer	CCAGGAGAAATCAAACAGAGGT
Sequence-based reagent	Bcl2_R	IDT	PCR primer	GATGACTGAGTACCTGAACCG
Sequence-based reagent	Ifng_F	IDT	PCR primer	TCCACATCTATGCCACTTGAG
Sequence-based reagent	Ifng_R	IDT	PCR primer	CTGAGACAATGAACGCTACACA
Sequence-based reagent	Gzmb_F	IDT	PCR primer	CATGTCCCCCGATGATCTC
Sequence-based reagent	Gzmb_R	IDT	PCR primer	AAGAGAGCAAGGACAACACTC
Sequence-based reagent	Lta_F	IDT	PCR primer	TCTCCAGAGCAGTGAGTTCT
Sequence-based reagent	Lta_R	IDT	PCR primer	CTCAGAAGCACTTGACCCAT
Sequence-based reagent	Myc_F	IDT	PCR primer	GTCGTAGTCGAGGTCATAGTTC
Sequence-based reagent	Myc_R	IDT	PCR primer	CTGTTTGAAGGCTGGATTTCC
Peptide, recombinant protein	MSA-IL-2 and variants	This study		MSA aa19-608, GGGSGS linker, human IL-2 aa21-153, 6xHis
Peptide, recombinant protein	MSA-H9 and variants	This study		MSA aa19-608, GGGSGS linker, human IL-2 (L80F, R81D, L85V, I86V, I92F) aa21-153, 6xHis
Peptide, recombinant protein	Fc-IL-2-N88D	This study		hIgG1-P329G LALA IL-2-N88D (T3A, C125A), 6xHis
Peptide, recombinant protein	Anti-GFP minimizer Rho11	Kirchhofer et al., 2010		
Peptide, recombinant protein	Anti-GFP enhancer DY647	Kirchhofer et al., 2010		
Peptide, recombinant protein	Human IL-2Rβ extracellular domain	This study		aa27-240, 6xHis
Peptide, recombinant protein	Human γ_c_ extracellular domain, biotin	This study		aa23-254, Biotin Acceptor Peptide, 6xHis
Commercial assay or kit	CD4^+^T Cell Isolation Kit, mouse	Miltenyi Biotec	Cat#130-104-454	
Commercial assay or kit	Mouse CD8α + T cell isolation kit	Miltenyi Biotec	Cat#130-104-075	
Commercial assay or kit	Mouse NK cell Isolation Kit	Miltenyi Biotec	Cat#130-115-818	
Commercial assay or kit	LS magnetic selection column	Miltenyi Biotec	Cat#130-042-401	
Commercial assay or kit	High Capacity NoEndo Columns	Protein Ark	Cat#Gen-NoE48HC	
Commercial assay or kit	Chromogenic Endotoxin Quant Kit	Pierce	Cat#A39552	
Commercial assay or kit	RNeasy Plus Mini Kit	Qiagen	Cat#74134	
Commercial assay or kit	iScript Reverse Transcription Supermix	BioRad	Cat#1708840	
Commercial assay or kit	PowerTrack SYBR Green	Applied Biosystems	Cat#A46109	
Commercial assay or kit	CellTrace Violet Cell Proliferation Kit	Invitrogen	Cat# C34557	
Commercial assay or kit	Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit	Invitrogen	Cat#C10424	
Commercial assay or kit	Propidium Iodide	BD	Cat#556463	
Commercial assay or kit	Fixable Viability Dye eFluor 780	eBioscience	Cat#65-0865-14	
Commercial assay or kit	Foxp3/Transcription Factor Staining Buffer Set	eBioscience	Cat#00-5523-00	
Commercial assay or kit	Cytofix/Cytoperm Fixation/Permeablization Kit	BD	Cat#554714	
Commercial assay or kit	GolgiStop	BD	Cat#554724	
Commercial assay or kit	Cellfectin II	Gibco	Cat#10362100	
Commercial assay or kit	Sapphire Baculovirus DNA	Allele	Cat#ABP-BVD-10002	
Commercial assay or kit	FixLyse Buffer	BD	Cat#558049	
Commercial assay or kit	Perm Buffer III	BD	Cat#558050	
Commercial assay or kit	Dynabeads Mouse T-Activator CD3/CD28 for T-Cell Expansion and Activation	Gibco	Cat#11456D	
Commercial assay or kit	SA sensor chip	Cytiva	Cat#BR-1005–31	
Commercial assay or kit	Zymo RNA miniprep kit	Zymo Research	Cat#R2051	
Commercial assay or kit	Kapa mRNA HyperPrep Kit	Roche	Cat#08098093702	
Commercial assay or kit	MycoAlert PLUS Mycoplasma Detection Kit (50 Tests)	Lonza	Cat#LT07-705	
Chemical compound, drug	Ionomycin	Sigma	Cat#I9657-1MG	
Chemical compound, drug	Phorbol 12-myristate 13-acetate (PMA)	Sigma	Cat#P8139-5MG	
Chemical compound, drug	Dextran Sulfate Sodium Salt (36,000–50,000 M.Wt)	MP biomedical	SKU#02160110-CF	
Software, algorithm	FlowJo v10.5	Tree Star	RRID:SCR_008520	
Software, algorithm	GraphPad Prism 8.3.0	GraphPad Software	RRID:SCR_002798	
Software, algorithm	BIAevaluation software	Cytiva	RRID:SCR_015936	
Software, algorithm	StepOne Software	Applied Biosystems	RRID:SCR_014281	
Software, algorithm	MATLAB	MathWorks	RRID:SCR_001622	
Software, algorithm	Illumina CASAVA pipeline	Illumina	RRID:SCR_001802	
Software, algorithm	Bowtie2		RRID:SCR_016368	
Software, algorithm	Tophat2		RRID:SCR_013035	
Software, algorithm	edgeR		RRID:SCR_012802	
Software, algorithm	pheatmap		RRID:SCR_016418

How the deposited data were processed for this re-analysis (not part of the article)

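The experiment measured RNA in mouse Tregs and CD8+ T cells that were unstimulated or had received 200 nM IL-2 or IL-2-REH for 90 min or 4 hr. There were 15 Treg libraries, 3 in each of 5 groups, and 5 CD8+ libraries, 1 in each group. For every library, the authors counted uniquely mapped reads on the exons of RefSeq transcripts and deposited these read counts, without normalization. Beside the counts, the authors deposited the RPKM of each transcript, that is, reads scaled to exon length and to the mapped reads of the library. The files of the 20 libraries list the same 31682 transcripts of 23992 gene symbols, and no pair of libraries holds identical values (0 pairs).

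Transcripts of a gene share reads, so the transcript with the most reads over all libraries stood for the gene, and the longest transcript was used as an alternative. Coordinates came from the RefSeq annotation of GRCm38.p6, in which 23642 of the gene symbols were found by their transcript, 23528 of them on the chromosome the files give. Overlaps with other annotated genes were taken from the same annotation, between whole gene spans with introns. Whether exons overlap was not checked. Since the text does not say whether the strand was used in counting, any reads in overlapping exons are uncertain.

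The design set limma on log2(RPKM + 1) as the test of the Treg groups if the files held RPKM alone, and edgeR on counts if they also held read counts. They did, so read counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3, with 1 mean per group over all 15 Treg libraries, which left 15009 genes. P-values were adjusted by the Benjamini-Hochberg method, and genes were counted at an adjusted p-value under 0.05, and again with an absolute log2 fold change above 2. The standard error of an edgeR fold change was taken as its absolute log2 value over the square root of the F statistic, and is approximate. The comparisons were IL-2 and IL-2-REH with unstimulated cells and with each other at each time point, and the change of the latter difference between time points. Replicate numbers in the sample labels gave the pairing. Whether same-numbered libraries belong together was checked by correlating, across genes, their deviations from the group means.

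CD8+ T cells have 1 library per group, so no test was run on them. Log2 ratios of RPKM + 1 were computed for genes with a mean RPKM of at least 1 over the 5 libraries (10021 genes), and those with an absolute value above 2 were counted. The same was done for each same-numbered pair of Treg libraries, and for pairs of replicates of the same group as a measure of the spread between replicates. The slope of the IL-2-REH change on the IL-2 change was fitted through the origin over genes with an absolute IL-2 change above 1. Medians of gene lists were compared with 10000 random lists of the same size drawn within 50 bins of mean expression. The share of genes with opposite signs in the CD8+ pair and in all 3 Treg pairs was counted over the 9669 genes expressed in both cell types, which was added after the data had been seen. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

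The alternatives set before the data were examined were the replicate number as a block, DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 1) with a mean-variance trend, the same with a pseudocount of 0.1, with libraries centred on their medians or without the trend, a fit of only the groups compared, a minimum mean RPKM of 5, no filter on low values, and fits without each replicate number. For log2 ratios, they were a pseudocount of 0.1, a threshold of 1, centring on medians and the same changes of the filter. Leaving out each unstimulated library, leaving out each IL-2 library at 4 hr, and the longest transcript were added after the data had been seen.

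The edgeR fit was tested on simulated data of the same size, in which 200 genes were changed. Of the 195 changed genes that passed the filter, 85.1% were recovered, and 6.21% of 177 calls were false. The percentages were 84.1% and 3.53% with the block, 84.1% and 11.35% with DESeq2, and 92.8% and 6.52% with limma, which tested fewer genes. The simulated libraries varied independently, with the same relative spread for every gene, no effect of replicate number and no deviating library. Same-numbered libraries of the data deviate together, so these percentages may not hold for the data and cannot decide between the fits with and without the block.

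Genes named in the text were chosen by a rule set before the data were examined. It covers every gene the paper names for these cells, the genes of the heatmaps in Fig. 4C and 4K as far as they could be read, fixed lists of genes for STAT5 or IL-2 targets, immediate early genes, macrophages and B cells, and for each comparison the 5 highest and 5 lowest changes past the threshold. For Tregs, these also had to move in the same direction in all 3 same-numbered pairs. Xist, Ddx3y and the set of 7 genes in the closing section were singled out after their values were seen. Values read from the figures by eye were taken to have an error of 0.5 where the spread between the 3 pairs was smaller than that. The qPCR and flow cytometry experiments were not analysed here.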

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

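All tests in this part were chosen only after the result was seen. Xist, the RNA of the inactive X chromosome, is not discussed in the paper. Its RPKM was 43.57 or more in each of the 5 Treg libraries of replicate 2, up to 65.17, and 0.087 or less in the other Treg libraries and in the CD8+ libraries. Ddx3y, a gene of the Y chromosome, had an RPKM of at most 0.012 in the replicate 2 libraries and at least 19.97 in all others. The replicate 2 Tregs may therefore come from female mice and the others from male mice, whereas the key resources table of the paper lists female mice of both strains. The Ddx3y values of replicates 1 and 3 and of the CD8+ libraries go against that listing. A mixed sample would carry both transcripts, and 0 libraries had both above an RPKM of 1. An exchange of a replicate 2 library with another would break the pattern, and none did, but an exchange between replicates 1 and 3, or among the libraries of a replicate, would not be seen in these genes. The sex of the mice, if that is the source, follows the replicate number and not the cytokine, and cannot be told apart from other differences between replicates. No condition in the design explains it, so no biological explanation by cytokine or time was tested.

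Among the genes named in the text of the paper and the fixed gene lists, Gls2, Il2rg and the B cell list had opposite signs of the log2 ratio between IL-2-REH and IL-2 at 4 hr in the single CD8+ pair and in all 3 Treg pairs. Gls2 had -0.02 in CD8+ T cells, from 9 reads with IL-2 and 7 with IL-2-REH, and 0.10, 0.14 and 0.64 in Tregs. Il2rg had -0.081 in CD8+ T cells and 0.33, 0.26 and 1.61 in Tregs. The median of the B cell list was -0.196 in CD8+ T cells, where it rests on 1 gene, and 0.33, 0.19 and 1.08 in Tregs. For Myc, the same held for IL-2-REH at 4 hr against unstimulated cells, with a log2 ratio of -1.781 in CD8+ T cells and 0.69, 0.74 and 0.48 in Tregs. At 90 min, the signs were opposite again for Myc (IL-2-REH against unstimulated cells, -2.02 in CD8+ T cells and 0.87, 0.59 and 0.48 in Tregs) and for Il2rg (IL-2-REH against IL-2, -0.13 in CD8+ T cells and 0.11, 0.087 and 0.18 in Tregs), but not for Gls2 (0.067 in CD8+ T cells and 0.25, 0.33 and 0.20 in Tregs). The Myc ratios at both time points share the same unstimulated CD8+ library. In each case the difference between the cell types was not tested, since CD8+ T cells have 1 library per condition. Opposite signs were common. Over all genes expressed in both cell types, 1100 of the 4160 genes with the same sign in all 3 Treg pairs had the opposite sign in CD8+ T cells for IL-2-REH against IL-2 at 4 hr (26.4%), and 836 of 3209 for IL-2-REH against unstimulated cells (26.1%). Larger CD8+ ratios than those above were among them, such as -1.95 for Tnfsf8 (0.26, 0.43 and 0.41 in Tregs), -0.69 for Pim1 (0.16, 0.20 and 0.18 in Tregs) and -0.50 for Cst7 (0.43, 0.03 and 1.73 in Tregs) between the cytokines. Gls2 is also limited by depth. With 1 CD8+ library per condition, the noise of ratios this small was not measured, and no explanation was tested for Gls2, Il2rg and the B cell list. At 4 hr with IL-2-REH Myc had 1869 reads in CD8+ T cells. No technical or biological explanation was tested for it, and a difference between the cell types in Myc remains a hypothesis.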

How the results depend on the processing

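Leaving out the unstimulated libraries and the IL-2 libraries at 4 hr in turn, and the longest transcript, were chosen after the data had been seen, and all other alternatives before the data were examined. The cause was not tested for any of the changes below. Counts are genes at an adjusted p-value under 0.05 in Tregs unless stated otherwise.

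The comparison of IL-2-REH with IL-2 at 4 hr gave 4 genes, and 1 with an absolute log2 fold change above 2. The count was 10 with the replicate block, 56 with DESeq2 and 12 with limma on centred libraries. It was 0 with limma, 0 with limma and a pseudocount of 0.1, 0 with limma without the trend and 0 with only the groups compared, where 429, 437, 425 and 376 genes had an unadjusted p-value under 0.05. All 4 genes remained with the block, DESeq2 and limma on centred libraries, 3 of them without a filter and 2 with a mean RPKM of at least 5. Past an absolute log2 fold change of 2, the count was 4 with DESeq2 and 0 with the 4 limma settings, with only the groups compared and with a mean RPKM of at least 5 (383 genes at an unadjusted p-value under 0.05 with the last, and 539 with limma on centred libraries). Over 6 fits that each left out libraries of a single replicate, the counts ranged from 0 to 5 and from 0 to 1. In those with 0 genes, 187 to 999 had an unadjusted p-value under 0.05.

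IL-2 at 4 hr against unstimulated cells gave 341 genes, of which 87 were past an absolute log2 fold change of 2. The counts were 1038 and 238 with the block, 984 and 197 with DESeq2, and 15 and 12 with only the groups compared. The smaller count was also 29 with limma, 31 on centred libraries, 29 without the trend and 38 with a mean RPKM of at least 5. All 341 genes were shared with the block and with DESeq2. Over the 6 fits that left out libraries, the counts ranged from 3 to 1937 and from 3 to 437. IL-2-REH at 4 hr gave 47 genes, and 455 with the block, 547 with DESeq2, 25 with limma, 23 with a pseudocount of 0.1, 24 without the trend, 24 with a mean RPKM of at least 5 and 1 with only the groups compared, and from 0 to 1545 over the 6 fits (796 and 676 genes at an unadjusted p-value under 0.05 in those with 0).

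At 90 min, IL-2 gave 128 genes, and 275 with the block, 522 with DESeq2, 31 with only the groups compared and from 0 to 2509 over the 6 fits (534 at an unadjusted p-value under 0.05 in the fit with 0). IL-2-REH gave 14 genes, and 32 with the block, 102 with DESeq2, 8 with a mean RPKM of at least 5, 0 with limma, with limma and a pseudocount of 0.1, with limma without the trend and with only the groups compared (1277, 1188, 1264 and 1238 genes at an unadjusted p-value under 0.05), and from 0 to 2269 over the 6 fits (213 to 568 at an unadjusted p-value under 0.05 in those with 0). The comparison of the cytokines at 90 min gave 2 genes, 14 with DESeq2, and 0 with the same 3 limma settings and with only the groups compared (117, 109, 114 and 390 at an unadjusted p-value under 0.05). It gave 0 in each of 3 fits that left out a replicate (255, 40 and 76). The change of the difference between time points stayed at 0 genes under every alternative run (13 to 149 genes at an unadjusted p-value under 0.05).

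The highest counts against unstimulated cells came from the fits without replicate 1 (1937, 1545, 2509 and 2269 for IL-2 and IL-2-REH at 4 hr and at 90 min). Leaving out the unstimulated library of replicate 1 alone gave 1374, 1073, 1997 and 1874. The sign of the log2 fold change of Ramp3 with IL-2 at 4 hr reversed to -0.47 without replicate 2, -0.41 without replicate 3, -0.39 without unstimulated replicate 2 and -0.38 without unstimulated replicate 3, against 0.18 with all libraries and a range from -0.47 to 5.41.

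The CD8+ counts at an absolute log2 ratio above 2 were 29, 54 and 60 at 4 hr (IL-2-REH against IL-2, IL-2 and IL-2-REH against unstimulated cells) and 7, 49 and 56 at 90 min. With a pseudocount of 0.1, they were 60, 119 and 139 at 4 hr and 22, 124 and 156 at 90 min. With a threshold of 1, they were 223, 472 and 612 at 4 hr and 87, 726 and 859 at 90 min. The Treg pairs of replicates 1, 2 and 3 had 2, 3 and 104 genes, and 50, 15 and 229 with a pseudocount of 0.1, and 66, 87 and 1130 with a threshold of 1. The pair of replicate 1 had 0 and that of replicate 2 had 1 with a mean RPKM of at least 5, and the pair of replicate 1 had 4 on centred libraries. The pair of replicate 3 had 75 with a mean RPKM of at least 5, 87 on centred libraries and 117 without a filter. The mean slope of the IL-2-REH change on the IL-2 change in Tregs was 0.7393, from 0.6714 to 0.8392 over fits without a replicate. It moved to 0.3858 (SD 0.3587) with the unstimulated library of another replicate number, which set unstimulated replicate 1 against another unstimulated library in replicates 1 and 3. The CD8+ slope was 0.7369, and with a single unstimulated CD8+ library it could not be checked in this way. The mean of the STAT5 list medians between the cytokines in Tregs moved from -0.52 to at most -0.58, and the CD8+ median from -2.0 to at most -2.14. Against unstimulated cells, the CD8+ median with IL-2 at 4 hr moved from 1.21 to 1.59 with a pseudocount of 0.1. The Treg median of replicate 3 with IL-2-REH at 4 hr moved from -0.02 to 0.48 with a mean RPKM of at least 5, and its percentile among random lists from 26.0 to 98.1.

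The share of higher genes among those that passed moved with DESeq2, which also passed more genes, and with some other settings. Between IL-2-REH and IL-2 at 4 hr it rose from 0% to 10.7% with DESeq2. For IL-2-REH at 4 hr it fell from 51.1% to 38.4% with DESeq2 and 32.0% with limma, and was 55.1% with limma on centred libraries. For IL-2 at 4 hr it was 51.6%, and 46.5%, 41.7% and 54.0% with the same settings. With the block, the genes at 4 hr were 152 higher and 303 lower with IL-2-REH, and 428 higher and 610 lower with IL-2. At 90 min the share fell from 91.4% to 62.5% for IL-2 and from 100% to 77.5% for IL-2-REH with DESeq2, whereas limma on centred libraries gave 87.1% and 100%. With the block, the genes at 90 min were 206 higher and 69 lower with IL-2, and 29 higher and 3 lower with IL-2-REH. Without replicate 1, the genes at 90 min were 1315 higher and 1194 lower with IL-2, and 1264 higher and 1005 lower with IL-2-REH. In CD8+ T cells, centring on medians raised it from 0% to 12.5% between the cytokines and from 26.8% to 37.7% for IL-2-REH at 90 min, where the median of all genes had been at -0.12. In the Treg pairs it fell from 50.0% to 25.0% in replicate 1 and from 66.3% to 52.9% in replicate 3, whose median had been at 0.10. For IL-2 at 90 min, limma on uncentred values had a median of -0.11.

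For the 69 results about single genes, 405 values from settings that left no library out kept their direction and their side of the threshold, or moved by less than the spread, 58 became weaker, 5 became stronger and 7 values without a test moved. Among fits that left out libraries, 152 stayed, 138 became weaker, 18 became stronger and 4 reversed, all 4 of Ramp3. Depth limits what the CD8+ libraries show for genes with few reads, such as Gls2 with 9 and 7 reads at 4 hr.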

Differences from the paper's values

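All values of the paper in this part were read by eye from its figures. Fig. 4B shows about 3 genes past both thresholds between IL-2-REH and IL-2 in Tregs, and 1 gene passed here. With DESeq2 the count was 4, which closed the gap. The other alternatives set before the data were examined did not, with 1 gene with the block and without a filter, and 0 with a mean RPKM of at least 5, with the 4 limma settings, with only the groups compared and without replicate 1, 2 or 3. Fam19a3 has a minus log10 adjusted p-value of about 110 in Fig. 4B, and it was 1.88 here. None of the alternatives set before the data were examined closed this gap, and the highest value was 11.2 with DESeq2.

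For CD8+ T cells, about 45 genes in Fig. 4J were lower and about 4 higher with IL-2-REH past a log2 ratio of 2, against 29 and 0 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (51 genes) and centred libraries (30 genes) brought the lower genes within a factor of 1.5, and no filter (29), a mean RPKM of at least 5 (28) and a threshold of 1 (168) did not. None closed the gap in the higher genes, which numbered 9 with a pseudocount of 0.1, 55 with a threshold of 1 and 0 with the others.

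The log2 fold change of Ramp3 with IL-2 at 4 hr is about 5 in Fig. 4C, and it was 0.18 here. Among the alternatives set before the data were examined, the fit without replicate 1 gave 5.41. The block (1.28), limma (2.68), limma with a pseudocount of 0.1 (2.94), on centred libraries (2.77) and without the trend (2.68) fell within the wide spread of the 3 pairs. No filter (0.18), a mean RPKM of at least 5 (0.27), DESeq2 (0.20), only the groups compared (0.21) and the fits without replicate 2 (-0.47) or 3 (-0.41) did not. Gls2 is about 6 in Fig. 4C, against 1.47 here. The fit without replicate 1 gave 6.28 and closed the gap. The others set before the data were examined did not, from 0.70 without replicate 2 to 3.30 with limma and a pseudocount of 0.1. Without the unstimulated library of replicate 1 alone, a setting chosen after seeing the values, Ramp3 was 5.28 and Gls2 6.32.

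At 90 min with IL-2, Nr4a3 and Crem are each about 5 in Fig. 4C, against 1.82 and 1.18 here. Of the alternatives set before the data were examined, the fit without replicate 1 gave 4.94 and 4.93, and the limma settings, from 2.74 to 2.82 for Nr4a3 and from 2.90 to 3.01 for Crem, also fell within the spread of the pairs. The block (1.11 and 1.95), no filter (1.83 and 1.19), a mean RPKM of at least 5 (1.76 and 1.15), DESeq2 (1.80 and 1.18), only the groups compared (1.79 and 1.18) and the fits without replicate 2 (0.98 and 0.59) or 3 (1.10 and 0.62) did not. Without unstimulated replicate 1, chosen after seeing the values, they were 4.56 and 4.90.

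With IL-2 at 4 hr in CD8+ T cells, Tnf, Lta and Cish are each about 4 in Fig. 4K, against 2.85, 3.40 and 3.24 here. A pseudocount of 0.1, set before the data were examined, gave 3.71 for Lta and 3.73 for Cish, within the reading error of 0.5, and 3.30 for Tnf, which was outside it. Centred libraries did not close the gap (2.93, 3.48 and 3.32).

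The paper names Ramp3 and Gls2 as changed by IL-2 in Tregs. Neither passed an adjusted p-value of 0.05 here (0.948 and 0.509 from edgeR). Both did without replicate 1 (1.8e-05 and 0.00047), and without unstimulated replicate 1, chosen after seeing the values (1.8e-05 for each). Of the 30 genes read from the heatmap of Fig. 4C, 5 passed, against 13 with the block, 11 with DESeq2, 2 with only the groups compared, and 24, 1 and 2 without replicate 1, 2 or 3. Without unstimulated replicate 1, 2 or 3, chosen after seeing the values, 22, 3 and 2 passed. The paper describes many genes that differ between the cytokines in CD8+ T cells and a small number in Tregs. Counted alike in single pairs, the CD8+ pair had 29 genes and the Treg pairs 2, 3 and 104. According to its qPCR, the paper has Ifng rise with IL-2 in Tregs and in CD8+ T cells at 4 hr. In the RNA-seq data, its log2 fold change was -2.45 in Tregs (adjusted p = 0.228 from edgeR, and from 0.027 to 0.992 over the alternatives), lower in all 3 same-numbered pairs, and its log2 ratio was -1.72 in CD8+ T cells. The log2 fold change of Ifng was negative under every alternative run in Tregs. The unstimulated RNA-seq libraries are labelled as 0 hr, and the paper does not give the time at which the unstimulated cells of its qPCR were taken. The 2 baselines may therefore differ.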

Other observations

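The tests of macrophage RNA at 4 hr, of time in culture and of single-library noise were chosen before the data were examined, and all other tests in this part only after the result was seen. Vcam1 and Slc40a1, which appear in Fig. 4C, fell with either cytokine in both cell types. The RPKM of Vcam1 in CD8+ T cells was 3.91 in unstimulated cells, 0.091 with IL-2 and 0.13 with IL-2-REH at 4 hr, and in Tregs 6.13 ± 4.92, 0.278 ± 0.296 and 0.362 ± 0.271 (SD, n = 3 each). A candidate explanation is loss of RNA from macrophages that were present in the unstimulated samples. A list of macrophage genes without these 2 had median log2 changes at 4 hr of -2.08 and -2.0 in CD8+ T cells (IL-2 and IL-2-REH) and means over the 3 Treg pairs of -1.39 (SD 0.86) and -1.318 (SD 0.88). The decreases varied between the pairs and were smallest in replicate 1, at -0.44 and -0.33. The list is what such a loss would lower, and a decrease within T cells was not excluded, so the 2 cannot be told apart.

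Many genes changed alike with both cytokines in CD8+ T cells. If time in culture or recovery from isolation were the source, genes that respond to handling would change as much with IL-2-REH as with IL-2. The median change of the immediate early list with IL-2-REH at 4 hr was 142.3% of that with IL-2, whereas for the STAT5 list it was -58.5%. Either time in culture or an effect shared by both cytokines would give these values. No library of cells cultured without cytokine is among the samples, so the 2 cannot be told apart.

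More genes differed between IL-2-REH and IL-2 at 4 hr in the CD8+ pair (29) than in the Treg test, and the count lies between those of single Treg pairs (2, 3 and 104). Single-library noise may contribute. Between Treg replicates of the same cytokine at 4 hr, 55 to 147 genes passed the same threshold, but those libraries also differ in replicate number. This spread may therefore be wider than the noise of a same-numbered pair, which was not measured. All 29 genes were lower with IL-2-REH, and the genes of the STAT5 list were shifted together, which the counts alone do not address. With 1 CD8+ pair, noise and a difference in response between the cell types cannot be told apart by the number of genes.

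Unstimulated Treg replicate 1 differed from unstimulated replicates 2 and 3 in 212 and 194 genes past an absolute log2 ratio of 2, against 37 between replicates 2 and 3. A candidate explanation is time in culture without cytokine before lysis. From genes that changed alike with both cytokines in CD8+ T cells at 90 min, 24 moved by more than 1 in Tregs. On a scale from 0 (unstimulated replicates 2 and 3) to 1 (the 90 min libraries), unstimulated replicate 1 lay at a median of 0.983, with 21 of the 24 genes above 0.5. Those below were Il12rb2 (-0.201), Dusp1 (0.159) and Fos (0.297). Dusp1 and Fos, which fell strongly with both cytokines in CD8+ T cells, thus go against time in culture, whereas Jun lay at 1.581. If the library came from cells given IL-2, Cish would have moved too, and its position was -0.062. Its depth of 40076345 reads was within that of the other unstimulated libraries, from 39933483 to 51867572. The median log2(RPKM + 1) of the macrophage list was 0.953 in replicate 1 and 3.54 and 2.69 in the others. Added macrophage RNA in replicate 1 is excluded by this, but replicate 1 held less of it, and a lower macrophage content could account for some of the genes that are lower in replicate 1. It cannot raise genes such as Ramp3, with an RPKM of 218.7 in replicate 1 against 2.91 and 2.25. Time in culture remains a hypothesis, and the handling of this sample is not described, so no biological explanation was tested.

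The 7 genes Usp17la, Phex, Fgf9, 4931406B18Rik, Neurl1b, Car5b and Itgb6 of Fig. 4C were chosen after their values were seen. They varied together over the Treg libraries (lowest pairwise r 0.898), and their mean log2(RPKM + 1) was at least 3.227 in the replicate 1 libraries and at most 1.69 in the replicate 2 libraries. In replicate 3 it was 4.491 with IL-2 and 3.342 with IL-2-REH at 4 hr, and at most 1.48 otherwise. Olfactory receptor genes served as a measure of genomic DNA. Of 1122 such genes, 1.6% to 3.3% had 3 or more reads in the replicate 1 libraries, more than the 0.71% to 1.16% in every other Treg library. Genomic DNA would give reads on most of these genes, which was not seen, and the 7 genes were also high in replicate 3 at 4 hr, where the share was at most 1.16%, so genomic DNA is excluded as their source. RNA of macrophages or B cells would raise those lists above every replicate 2 library, and 0 of the 5 replicate 1 libraries showed that. The number of replicate 1 libraries with fewer reads than every replicate 2 library was 4 of 5, which alone did not exclude library depth. Unstimulated replicate 3 had fewer reads (39933483) than unstimulated replicate 1 (40076345), however, and a mean of 0.841 against 3.478, so depth did not track the genes there. The mean was also higher at 4 hr than in unstimulated cells in replicate 1 (5.137 with IL-2 and 5.062 with IL-2-REH) and in replicate 3, and little changed in replicate 2 (1.422 in unstimulated cells, 1.55 and 1.69 at 4 hr). The genes thus follow both the replicate number and, in replicates 1 and 3, the time point. No biological explanation was tested, and the source cannot be told apart.

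The same-numbered pair of replicate 3 at 4 hr had 104 genes past an absolute log2 ratio of 2, against 2 and 3 in the others. If library depth were the cause, thinning all libraries to 20201392 reads would bring the pairs together. The thinned counts were 2, 5 and 108, so that the larger of the first 2 was 5. The log2 ratio correlated across genes with gene length at a Spearman rho of -0.334 in replicate 3, but also at -0.365 in replicate 1, and with GC content at -0.115 in replicate 3. Genes are not independent replicates, and a bias by length or GC content cannot be excluded as a contribution. No biological explanation was tested.

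Other splits of the libraries were tried for each Treg comparison. The real split was compared with splits that part all 3 same-numbered pairs, of which there are 4. For IL-2-REH against IL-2 at 4 hr, 1 of 4 splits, the real one, gave as many genes (4), and the other splits gave 0. The same held for IL-2 at 4 hr against unstimulated cells (1 of 4), IL-2-REH at 4 hr (1 of 4), IL-2 at 90 min (1 of 4), IL-2-REH at 90 min (1 of 4) and IL-2-REH against IL-2 at 90 min (1 of 4). The remaining 6 splits part 1 pair and keep the other pairs together, and they gave at most 1 gene for the cytokines at 4 hr, at most 18 for IL-2 at 4 hr and 0 for the others. With 4 splits the share as large is never under 1 of 4, whatever the data, so this count neither excludes a grouping by chance nor speaks for it, and the comparisons cannot be told apart from it by this test. For the change of the difference between time points, 32 of 32 ways to swap cytokines within pairs gave at least as many genes, which follows from the real count of 0 and says nothing about chance. The swaps gave up to 16 genes.

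Genes that the paper measured by qPCR had these values in the RNA-seq data at 4 hr. In Tregs, the log2 fold change with IL-2 was 0.63 for Bcl2 (adjusted p = 0.313 from edgeR, 0.094 with the block), 1.51 for Myc (0.12, 0.0012 with the block), 1.52 for Gzmb (0.230, 0.016 with the block) and 1.72 for Lta (0.096, 0.072 with the block). All 4 were higher in each of the 3 same-numbered pairs. With IL-2-REH, it was 0.10 for Bcl2, 0.69 for Myc, 0.43 for Gzmb and 0.81 for Lta, with adjusted p-values from edgeR of 0.927, 0.567, 0.820 and 0.515, and with the block of 0.689, 0.083, 0.720 and 0.397. In CD8+ T cells, the log2 ratio with IL-2 was 1.66 for Bcl2, 0.81 for Myc and 1.83 for Gzmb. With IL-2-REH it was -1.13, -1.78 and -1.62, and for Ifng -2.51. Socs1 rose in Tregs with IL-2 by a log2 fold change of 2.36 (adjusted p = 0.0069 from edgeR, 0.00095 with the block), and in CD8+ T cells by a log2 ratio of 2.08 with IL-2 and 0.08 with IL-2-REH. Among the receptor subunits, Il2ra rose in Tregs with IL-2 by 1.15 (adjusted p = 0.041 from edgeR, 0.017 with the block), Il2rb by 0.54 (0.212, 0.092 with the block), and Il2rg had -0.94 (0.1, 0.047 with the block). Foxp3 rose by 1.40 (adjusted p = 0.011 from edgeR, 0.0045 with the block). In CD8+ T cells, Il2ra had a log2 ratio of 1.51 with IL-2 and 0.70 with IL-2-REH.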
